# Systematic Discovery of Archaeal Transcription Factor Functions in Regulatory Networks through Quantitative Phenotyping Analysis

**DOI:** 10.1128/mSystems.00032-17

**Published:** 2017-09-19

**Authors:** Cynthia L. Darnell, Peter D. Tonner, Jordan G. Gulli, Scott C. Schmidler, Amy K. Schmid

**Keywords:** *Archaea*, functional ANOVA, phenomics, transcription factors

## Abstract

Gene regulatory networks (GRNs) are critical for dynamic transcriptional responses to environmental stress. However, the mechanisms by which GRN regulation adjusts physiology to enable stress survival remain unclear. Here we investigate the functions of transcription factors (TFs) within the global GRN of the stress-tolerant archaeal microorganism *Halobacterium salinarum*. We measured growth phenotypes of a panel of TF deletion mutants in high temporal resolution under heat shock, oxidative stress, and low-salinity conditions. To quantitate the noncanonical functional forms of the growth trajectories observed for these mutants, we developed a novel modeling framework based on Gaussian process regression and functional analysis of variance (FANOVA). We employ unique statistical tests to determine the significance of differential growth relative to the growth of the control strain. This analysis recapitulated known TF functions, revealed novel functions, and identified surprising secondary functions for characterized TFs. Strikingly, we observed that the majority of the TFs studied were required for growth under multiple stress conditions, pinpointing regulatory connections between the conditions tested. Correlations between quantitative phenotype trajectories of mutants are predictive of TF-TF connections within the GRN. These phenotypes are strongly concordant with predictions from statistical GRN models inferred from gene expression data alone. With genome-wide and targeted data sets, we provide detailed functional validation of novel TFs required for extreme oxidative stress and heat shock survival. Together, results presented in this study suggest that many TFs function under multiple conditions, thereby revealing high interconnectivity within the GRN and identifying the specific TFs required for communication between networks responding to disparate stressors.

**IMPORTANCE** To ensure survival in the face of stress, microorganisms employ inducible damage repair pathways regulated by extensive and complex gene networks. Many archaea, microorganisms of the third domain of life, persist under extremes of temperature, salinity, and pH and under other conditions. In order to understand the cause-effect relationships between the dynamic function of the stress network and ultimate physiological consequences, this study characterized the physiological role of nearly one-third of all regulatory proteins known as transcription factors (TFs) in an archaeal organism. Using a unique quantitative phenotyping approach, we discovered functions for many novel TFs and revealed important secondary functions for known TFs. Surprisingly, many TFs are required for resisting multiple stressors, suggesting cross-regulation of stress responses. Through extensive validation experiments, we map the physiological roles of these novel TFs in stress response back to their position in the regulatory network wiring. This study advances understanding of the mechanisms underlying how microorganisms resist extreme stress. Given the generality of the methods employed, we expect that this study will enable future studies on how regulatory networks adjust cellular physiology in a diversity of organisms.

## Abstract (precis)

To ensure survival in the face of stress, microorganisms employ inducible damage repair pathways regulated by extensive and complex gene networks. Many archaea, microorganisms of the third domain of life, persist under extremes of temperature, salinity, and pH and under other conditions. In order to understand the cause-effect relationships between the dynamic function of the stress network and ultimate physiological consequences, this study characterized the physiological role of nearly one-third of all regulatory proteins known as transcription factors (TFs) in an archaeal organism. Using a unique quantitative phenotyping approach, we discovered functions for many novel TFs and revealed important secondary functions for known TFs. Surprisingly, many TFs are required for resisting multiple stressors, suggesting cross-regulation of stress responses. Through extensive validation experiments, we map the physiological roles of these novel TFs in stress response back to their position in the regulatory network wiring. This study advances understanding of the mechanisms underlying how microorganisms resist extreme stress. Given the generality of the methods employed, we expect that this study will enable future studies on how regulatory networks adjust cellular physiology in a diversity of organisms.

## INTRODUCTION

Free-living cells experience frequent stress from the extracellular environment. Transcription factors (TFs) and their regulons of target genes comprise a gene regulatory network (GRN), which functions to alter gene expression dynamically in response to stressful and changing environments. Many environmental conditions are chemically and/or physically inextricable (e.g., oxygen levels and salinity) (1), and different types of stresses can cause similar types of cellular damage (2, 3). For example, both exposure to excess metals and radiation can result in redox imbalance (4). Disparate stressors also elicit similar gene expression programs (5). These observations have led to the hypothesis that GRNs responding to each stressor are highly interconnected (6–8). However, the specific mechanisms that underlie these connected responses remain unclear.

Microorganisms known as extremophiles thrive in environments at the limits of life, representing model systems well suited for understanding how GRNs enable physiological adjustment to strong environmental forces. One group of extremophiles, the hypersaline-adapted archaea, colonize salt lakes where salt concentrations can reach saturation. Fluctuations in temperature and oxygen level, intense radiation, and desiccation/rehydration cycles pose a constant challenge to macromolecular and cellular integrity (9). To respond, archaea use a hybrid system of bacterial-like and eukaryotic-like proteins to regulate transcription. The basal transcriptional machinery resembles that of eukaryotes, including RNA polymerase (RNAP), TATA-binding proteins (TBPs), and transcription factor IIB (TFIIB) homologs (10–12). In contrast, the regulatory proteins are homologous to those found in bacteria, such as TFs containing a helix-turn-helix (HTH) DNA binding domain (13). Many archaeal TFs directly sense environmental changes, binding ligands or changing redox status to alter TF conformation and TF-DNA binding (14).

In the genetically tractable hypersaline-adapted species *Halobacterium salinarum*, GRN inference (7, 15) and subsequent validation experiments suggested that the GRN is required for dynamic adjustment of gene expression in response to extreme and interconnected stress regimes (16–19). Specifically, the integration of transcriptome data in response to environmental and genetic perturbations (1, 7, 15, 17, 19–25), gene functions (26, 27), and *cis*-regulatory motif predictions in the context of statistical inference algorithms (28, 29) resulted in a genome-wide Environment and Gene Regulatory Influence Network (EGRIN) model that predicted regulatory connections for more than 70 TFs and their target genes (7, 15). More recently, similar GRN models have been constructed for other species of archaea (30) and bacteria (31). These models are highly predictive of gene expression in response to stress and enable generation of novel hypotheses regarding the roles of TFs in stress response.

However, for organisms across the domains of life, it remains a central challenge to decipher whether and how genetic and environmental perturbation to the GRN directly impacts cellular phenotype and survival in ecologically relevant contexts (3). Systematic “phenomics” approaches hold promise for understanding the roles of TFs and other regulators in GRNs and how this role impacts cellular physiology (32–34); however, relative to other systems biology methods such as transcriptomics and proteomics, phenomics remains an underrepresented data source.

In response to these challenges, a library of 27 TF deletion mutants was generated in *H. salinarum*. These mutants were assessed for growth under a variety of stresses endemic to the salt flat environment. A novel nonparametric model was developed using a Gaussian process framework to quantify these phenotypes. We used recently developed statistical tests (35) and developed new tests to identify significant differential growth between the trajectories of these TF knockouts relative to that of the control strain. The results revealed that a surprising number of TFs are required for optimal growth under multiple stress conditions, indicating a high level of interconnectivity within the GRN. Clustering analysis of phenotype trajectories revealed that TFs with related phenotypes function together, regulating each other and common sets of genes in stress-specific subnetworks. Through further analysis of TF roles in gene regulation, stress-related functions were validated for novel TFs. We detected strong concordance of newly discovered TF functions with statistical predictions of TF gene regulatory relationships from GRN models inferred from gene expression data alone.

## RESULTS AND DISCUSSION

### Identification of transcription factor candidates.

To prioritize candidate TFs for phenotypic characterization, genes encoding TFs were first detected in the *Halobacterium salinarum* genome (27) using the Systems Biology Experimental Management System database (SBEAMS) (36), where annotations were cross-referenced with other databases (PFAM, COG [clusters of orthologous groups of proteins], and PSI-BLAST [37–39]) (Fig. 1). Previous *ab initio* protein structure prediction results (26) and subsequent matches to the Protein Data Bank (PDB) were used to identify possible DNA binding domains in proteins of unknown function. This pipeline resulted in a list of 130 putative TFs, which were included as priors in inference of the *H. salinarum* EGRIN model (7, 15). To identify candidates of interest for further analysis here, TFs were more stringently defined as those with strong homology (E value ≤ 1 × 10^−7^) to a sequence-specific DNA binding domain or structural fold experimentally characterized in other bacterial or archaeal species (13, 26) (Fig. 1). This definition excluded 24 DNA-binding proteins with peripheral roles in transcription (e.g., helicases). Another 18 genes encoding previously published, well-characterized TFs, were also excluded (21, 40–42). Of the 88 remaining TFs, a final subset of 27 were selected for further study based on transcriptional changes during fluctuations in a wide array of environmental conditions (1, 7, 20, 23–25, 43) and functional predictions from EGRIN gene regulatory network models (7, 15) (Fig. 1; see Table S1 in the supplemental material). The TFs in the resultant collection are members of a variety of functional families and contain diverse structural domains (Table S1). These include DNA binding domains known from other archaea and bacteria (winged helix-turn-helix, ribbon-helix-helix) and domains unique to halophilic archaea (e.g., HalX). Some TFs contain ligand binding domains homologous to those of known function in bacteria, such as DtxR family iron-dependent repressors. Other TFs possess domains of novel function specific to halophiles, such as the RosR C-terminal domain (16) (Table S1). Together, the results of these bioinformatic analyses suggest that the panel of selected TFs is representative of the global transcription regulatory landscape of *H. salinarum*.

10.1128/mSystems.00032-17.7 TABLE S1  Details on bioinformatic analysis for selecting 27 TFs of interest in this study. Download TABLE S1, XLSX file, 0.04 MB. Copyright © 2017 Darnell et al. 2017 Darnell et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

**FIG 1:**
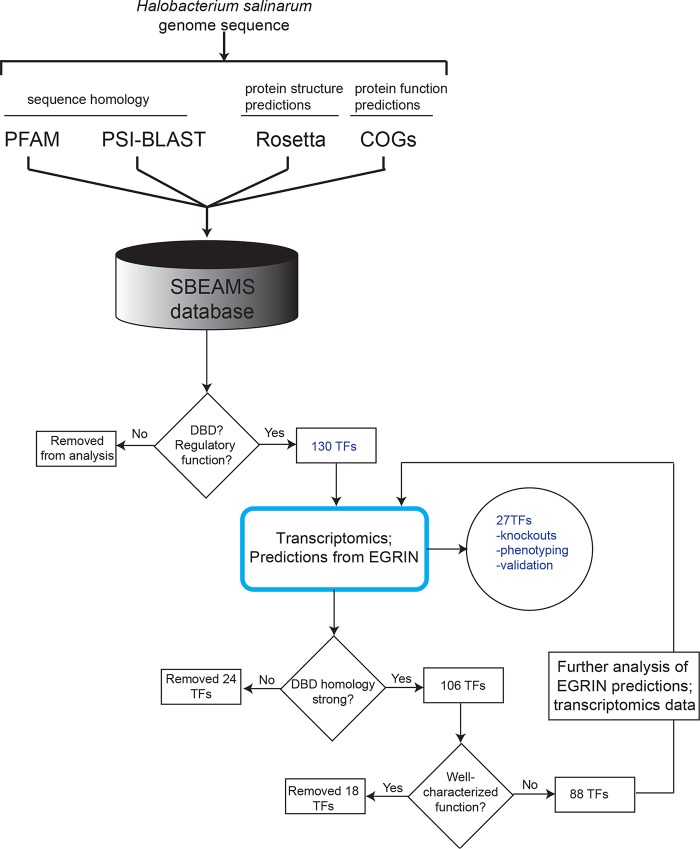
TF candidate selection pipeline. Genes encoding proteins with a putative DNA binding domain were annotated using sequence databases PFAM (37) and PSI-BLAST (38), structural predictions (26), and protein functions from COG (39). These annotations were stored in the Systems Biology Experiment and Analysis Management System (SBEAMS) database (36), resulting in 130 putative TFs. Transcriptome analysis across 1,495 experimental conditions (43) and GRN network inference models (7, 15) were then used to generate predictions regarding TF functions. Details of GRN predictions and criteria for selection of the final collection of 27 TFs are given in Table S1 in the supplemental material. DBD, DNA binding domain.

### Quantification of significant differential growth of TF knockout strains under stress. (i) Experimental design and data.

To determine the physiological function for each TF and systematically compare these functions across TFs, knockout mutant strains for each of the 27 selected TFs were grown under five conditions: standard growth, low salinity, paraquat (PQ), hydrogen peroxide, and heat shock (see Materials and Methods). The growth of these knockout mutant strains was compared to that of the isogenic parent control strain, Δ*ura3* strain, a uracil auxotroph used to generate knockout mutants (44) (see Materials and Methods). Growth conditions were chosen based on their relevance to the hypersaline habitat of *H. salinarum*. Knockout mutants for 10 of these 27 TFs were constructed in previous studies, where the role of each TF was assessed under a single stress condition (Table 1). These strains were included for the following reasons: (i) as a control to validate our methods and (ii) to test possible secondary functions for these previously studied regulators. Strains with deletion of the genes encoding the remaining 17 TFs of interest were constructed in the current study using established genetic methods for *H. salinarum* (see Materials and Methods) (44) (Table S2). The genotypes of all 27 mutants, regardless of prior publication, were also verified here (see Materials and Methods; Fig. S1 and Table S2). Growth of each knockout and parent control strain was measured under each of the five conditions every 30 min for 48 h, resulting in 210,180 data points (raw data given in Table S3).

10.1128/mSystems.00032-17.8 TABLE S2  Lists of primers, plasmids, and strains used in this study. Download TABLE S2, XLSX file, 0.02 MB. Copyright © 2017 Darnell et al. 2017 Darnell et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00032-17.1 FIG S1  PCR confirmation of TF mutants. See Table S2 for the primers and PCR conditions. All PCR products are diluted to correct for DNA concentration and the resulting band brightness. +, PCR product from the Δ*ura3* strain; −, product from the mutant strain indicated at the top. Marker sizes are indicated to the left. Download FIG S1, PDF file, 0.4 MB. Copyright © 2017 Darnell et al. 2017 Darnell et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00032-17.9 TABLE S3  Raw growth data for 27 TF knockout mutants under the five treatment conditions. These data were used as input to the FANOVA growth model. Download TABLE S3, XLSX file, 3.5 MB. Copyright © 2017 Darnell et al. 2017 Darnell et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

**TABLE 1:** Strains used in this study with known phenotypes and functions, and types of evidence previously generated for each strain

Condition	Strain(s)	References	Knockout growth	Gene expression	TF-DNA binding	Metabolomics
Oxidative stress	Δ*rosR*, Δ*VNG0194H*, Δ*hrg*, Δ*sirR*, Δ*asnC*	16, 35, 50, 54	*✓*	*✓*	*✓*	
Nutrient acquisition	Δ*trmB*	17, 18, 48, 49	*✓*	*✓*	*✓*	*✓*
Manganese and iron homeostasis	Δ*idr*1, Δ*idr*2, Δ*sirR*	19, 22	*✓*	*✓*	*✓*	
Copper overload	Δ*copR*	22, 54	*✓*	*✓*	*✓*	

### (ii) Development of a FANOVA model and test for differential growth of knockout mutants under stress.

Typically, microbial population growth is modeled using parametric models, such as Gompertz regression (45). The effects of stress and genetics on growth are then quantified by testing for statistically significant differences in the estimated parameters for different conditions (46). However, we previously showed that the impact of genetics and stress perturbations on growth are more accurately captured with a nonparametric Gaussian process (GP) model (35). In contrast to parametric models, GPs have the advantage of learning these relations directly from the data and do not require explicit equations describing the effects of stress and genetics on growth, which are typically unknown in the case of phenotypic discovery. In this study, we again use GPs to model microbial population growth, now in the form of functional analysis of variance (FANOVA) (47). In the FANOVA setting, microbial population growth is divided into a linear combination of different experimental variables: condition, genetic background, and the interaction between the two (see Materials and Methods) (Fig. 2A). Additionally, FANOVA allows for the explicit comparison of different effects in terms of significance, even if the shapes of those effects are quite different. For these reasons, FANOVA is particularly well adapted to modeling and comparing the effects of many different stress and genetic perturbations. This extends our previous GP model (35) by including all data from multiple conditions and genetic backgrounds into a single model, which allows for direct comparison of different effects in a common framework.

**FIG 2:**
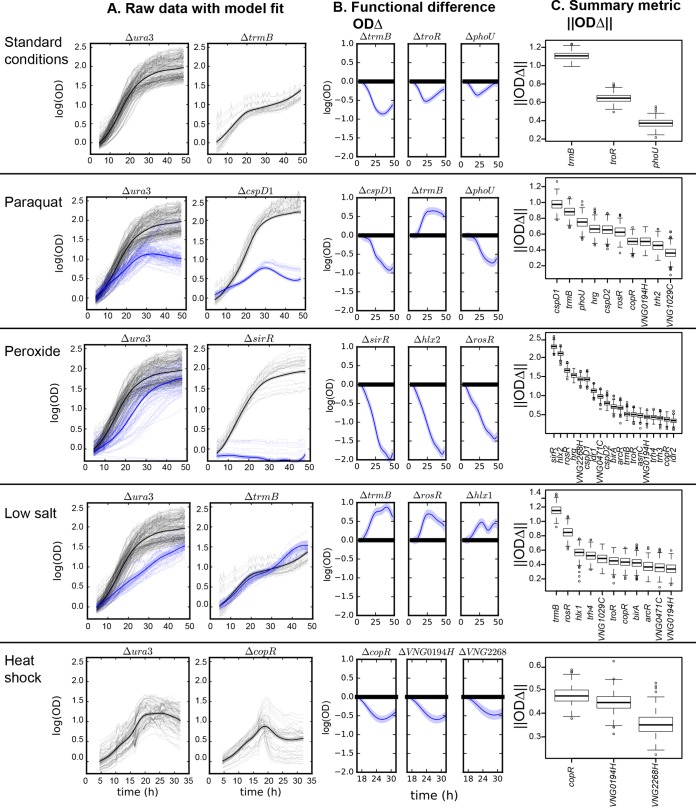
FANOVA modeling and statistical ranking of TF knockout mutant growth phenotypes across five environmental conditions, standard growth conditions, paraquat stress, peroxide, low salt, and heat shock. (A) Mutants with the largest difference in growth compared to the Δ*ura3* control strain under each condition. Raw data from growth trajectories for individual cultures under standard conditions (thin gray lines) were fit and compared with growth under stress conditions (thin blue lines) using FANOVA (see Materials and Methods). Solid lines indicate the mean of the fit to all replicate trajectories, and shaded regions are the 95% confidence interval of the fit. (B) Functional difference (OD_Δ_) of the TF knockout strain relative to the isogenic Δ*ura3* parent strain. The mutants with the top three scoring phenotypes according to $||{\text{OD}}_{\Delta }||$ are shown. (C) Summary statistical metric ranking ($||{\text{OD}}_{\Delta }||$) for those mutants with strongly different growth trajectories compared to that of the Δ*ura3* strain ($||{\text{OD}}_{\Delta }||$≥ 0.337 across all conditions).

Two metrics were used to assess the significance of differential growth based on our FANOVA model of growth data. The first metric, change in the optical density (OD_Δ_) (35), is a function representing the difference in growth levels between the mutant strain [*f*_*m*_(*x*)] and parent strain [*f*_*p*_(*x*)] over the duration of the growth curve under a specific condition (Fig. 2B and Fig. S2) as follows:

(1) $${\text{OD}}_{\Delta }(t)=f_{m}(t)-f_{p}(t)$$

10.1128/mSystems.00032-17.2 FIG S2  Phenotype trajectories for all 27 TF knockout mutants under all five growth conditions tested. Each plot depicts the mean OD_Δ_ (dark blue line) over the growth time course for each TF knockout with 95% confidence interval (shaded light blue region). The relevant genotypes of the strains are indicated above each graph. Download FIG S2, JPG file, 0.9 MB. Copyright © 2017 Darnell et al. 2017 Darnell et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Where the OD_Δ_ curve differs significantly from zero (based on a 95% credible interval), the growth phenotype is considered significantly different from the parent strain for that section of the growth curve. The second metric, $||{\text{OD}}_{\Delta }||$, represents the overall magnitude of the functional difference between parent and mutant strains under a specific condition and is calculated based on OD_Δ_ (Fig. 2C and Fig. S3):

(2) $$||{\text{OD}}_{\Delta }||=\sqrt{\overset{t_{n}}{\underset{t=t_{0}}{\sum }}[{\text{OD}}_{\Delta }(t){]}^{2}}$$

10.1128/mSystems.00032-17.3FIG S3 Distribution of $||{\text{OD}}_{\Delta }||$ values for all mutants across conditions. The right and left boundaries of the blue boxes in each graph represent the first and third quartiles, respectively. Red lines represent median values, which were used to determine edge widths in the phenotype network in Fig. 3. Download FIG S3, PDF file, 1 MB.Copyright © 2017 Darnell et al.2017Darnell et al.This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Higher values of $||{\text{OD}}_{\Delta }||$ indicate an overall larger deviation from parent strain behavior, regardless of positive or negative growth phenotype, and were used as a rank ordering of phenotype severity to prioritize TF mutants for further analysis.

### (iii) FANOVA modeling of microbial population growth enables the discovery of new TF knockout phenotypes.

On the basis of $||{\text{OD}}_{\Delta }||$ ranking, the Δ*trmB* strain exhibited the strongest growth impairment under standard conditions (Fig. 2A). This result was expected based on previous characterization of TrmB as a global regulator of nutrient metabolism (17, 18, 35, 48, 49). Also as expected from prior work, the Δ*rosR* mutant with deletion of a key oxidative stress response TF was among the top-ranking quartile of mutants under oxidative stress (16, 35, 50). Consistent with prior Gaussian process model results, the Δ*sirR* strain exhibited a significant growth impairment under peroxide stress (35); indeed, here the Δ*sirR* strain exhibited the top-ranking peroxide phenotype of all mutants tested (Fig. 2C). The consistency of these results with those of prior studies demonstrates the validity of the FANOVA model for recapitulating known phenotypes.

Surprisingly, however, several novel mutant phenotypes were observed. For instance, the Δ*cspD1* mutant showed the strongest growth impairment relative to the parent control strain under PQ stress, and the Δ*copR* mutant exhibited the strongest growth impairment under heat shock (Fig. 2A and B). In order to compare the number of significant mutant phenotypes under each condition, a universal cutoff of $||{\text{OD}}_{\Delta }||$ of 0.337 was chosen (see Materials and Methods). This cutoff allowed rank ordering of the stress conditions themselves in terms of the strength of perturbation to physiology, as measured by the number of significant mutant phenotypes. Peroxide treatment had the strongest effect, with 19 mutants exhibiting significant differences in growth compared to the Δ*ura3* strain (12 mutants grew more slowly than the Δ*ura3* strain, and 7 mutants grew faster than the Δ*ura3* strain [Fig. S2 and S3]). The next strongest effect was low salt (11 mutants, 9 faster and 2 slower than the Δ*ura3* strain), followed by PQ (10 mutants, 2 faster and 8 slower than the Δ*ura3* strain), heat shock and standard conditions (3 mutants in each condition, all with significantly impaired growth phenotypes [Fig. 2C]). We conclude that FANOVA analysis recapitulates known roles of TFs but also suggests novel contributions of TFs to cell physiology.

### Phenotype network analysis reveals extensive cross-regulation of stress responses by TFs.

Many mutants exhibited significant differential growth phenotypes under multiple conditions tested (Fig. 2). At the rank order $||{\text{OD}}_{\Delta }||$ cutoff (Fig. 2C), 23 of the 27 mutants studied exhibited significant differential growth under at least one condition (Fig. 3). Network analysis of these phenotypes across conditions enabled the classification of the mutants into three categories. (i) Significant differential growth was detected for 12 mutants relative to the Δ*ura3* strain under two or more stress conditions. These TFs were considered to have “cross-stress” functions (Fig. 3). (ii) Significant differential growth was detected for three mutants (Δ*trmB*, Δ*phoU*, and Δ*troR* mutants) under both standard conditions and one or more stress conditions. These TFs were considered to have “growth & stress” functions. (iii) Eight TFs were required for normal growth under only one of the conditions tested here and therefore considered “stress-specific” TFs. However, three of the stress-specific mutants also exhibited growth defects under other stress conditions tested *ad hoc* in previous studies but not included in the systematic phenomic testing here (e.g., Δ*sirR*, Δ*idr1*, and Δ*idr2* mutants are required for metal homeostasis [19, 22]), suggesting that some of these “stress-specific” TFs might also be required for protection across multiple stressors.

**FIG 3:**
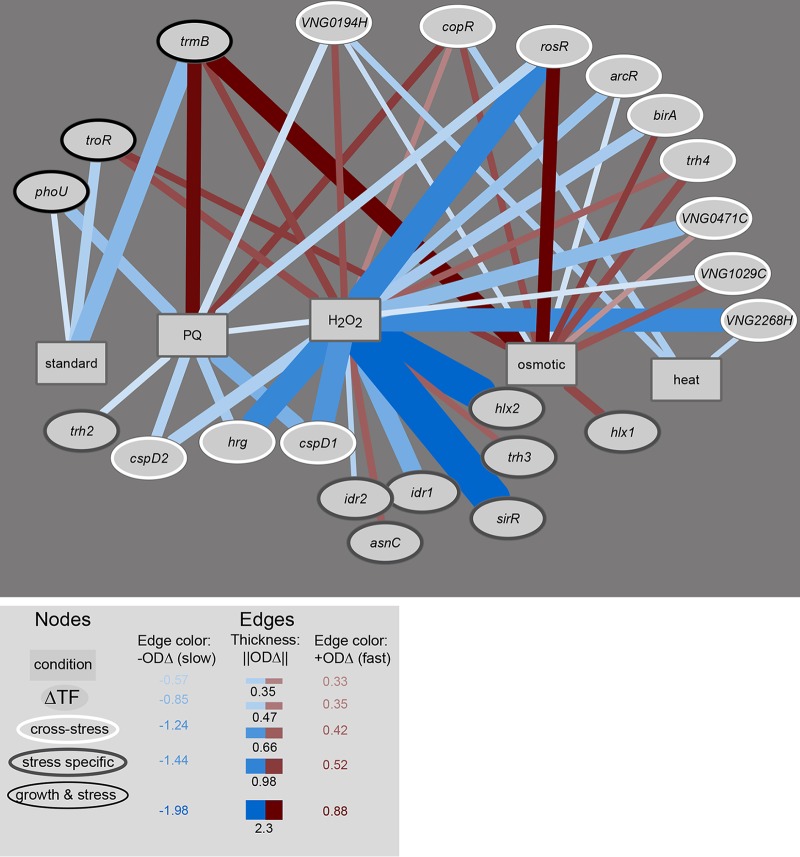
Phenotype network analysis reveals three major classes of TF mutants and extensive cross-regulation of stress responses by TFs. Node and edge attributes are given in the key at the bottom of the figure. OD_Δ_ numbers in the edge color legend refer to the maximum (fast growth) or minimum (slow growth) value of the mean of the posterior prediction from the FANOVA model across the entire growth time course. $||{\text{OD}}_{\Delta }||$numbers for edge thickness refer to the median value of the distribution from $||{\text{OD}}_{\Delta }||$ boxplots (see Fig. 2C, Fig. S3, and Materials and Methods).

Several mutants with strong growth impairments relative to the parent control strain under one condition exhibited growth improvement under others. For example, although the Δ*trmB* mutant grew poorly under standard conditions, it showed significantly improved growth under PQ and osmotic stress conditions (maximum OD_Δ_ of 0.5 and 1.0, respectively; Fig. 2A and 3). Similarly, the Δ*rosR* mutant exhibited substantially improved growth under low osmolarity (maximum OD_Δ _of 0.8) but strong growth defects under oxidative stress induced by PQ and peroxide. Deletion of the gene encoding a third TF, CspD1, led to increased growth relative to the control strain under standard conditions but impaired growth under oxidative stress (Fig. 2A and 3 and Fig. S2). These observations suggest novel functions for these previously characterized TFs. These opposing phenotypic patterns for individual TFs could result from direct regulation of genes required for growth and/or stress resistance under these conditions. For example, ribosome levels are directly related to growth rate across the tree of life (51, 52), including archaea (25), and *H. salinarum* RosR directly regulates ribosome biosynthesis genes (50). Alternatively, alteration in growth rate *per se* could change cellular stress resistance properties; for example, slow growth in wild-type yeast cells is associated with heat shock resistance (53). Together, the classes of TF mutants identified here suggest that a surprisingly high number of TFs are required for growth homeostasis during exposure to multiple stressors, suggesting extensive network interconnectivity.

### The structure of the gene regulatory network corresponds strongly with TF physiological functions.

To gain insight into possible regulatory mechanisms underlying such phenotypes, we determined the relationship between growth trajectories by clustering phenotypes according to the OD_Δ_ metric (Fig. 4) and asked how correlated phenotypes mapped to GRN topology. In particular, the Δ*rosR* mutant was previously shown to regulate 20 other TFs, 7 of which were included in the strain collection evaluated here (Δ*arcR*, Δ*cspD2*, Δ*hlx2*, Δ*hrg*, Δ*trh4*, Δ*VNG0039H*, and Δ*VNG0194H* strains). Hierarchical clustering of OD_Δ_ phenotypes across the five conditions revealed that these mutants clustered closely together under oxidative stress, including PQ (Fig. 4A) and peroxide conditions (Fig. 4B). Under PQ stress, correlation of the OD_Δ_ trajectories for these mutants with that of the Δ*rosR* mutant were significantly enriched for strong positive correlations (ρ^≥0.4) relative to all other pairwise correlations between the 27 mutants (*P* ≤ 6.90 × 10^−3^ by the hypergeometric distribution test [Fig. 4C]). Under peroxide stress, according to$||{\text{OD}}_{\Delta }||$, knockouts in genes encoding TFs regulated by RosR were also significantly enriched for impaired growth relative to all other mutants (*P* ≤ 0.034 by the hypergeometric distribution test). Such significant phenotype correlations were not observed under other conditions tested (Fig. 4C and Fig. S4), suggesting that the interconnection between these TFs is coordinated specifically under oxidative stress (50). Together, these results are consistent with the hypothesis that TFs that regulate each other in GRN subnetworks controlling the cellular response to a particular stress are predictive of TF knockout phenotypes and vice versa.

**FIG 4:**
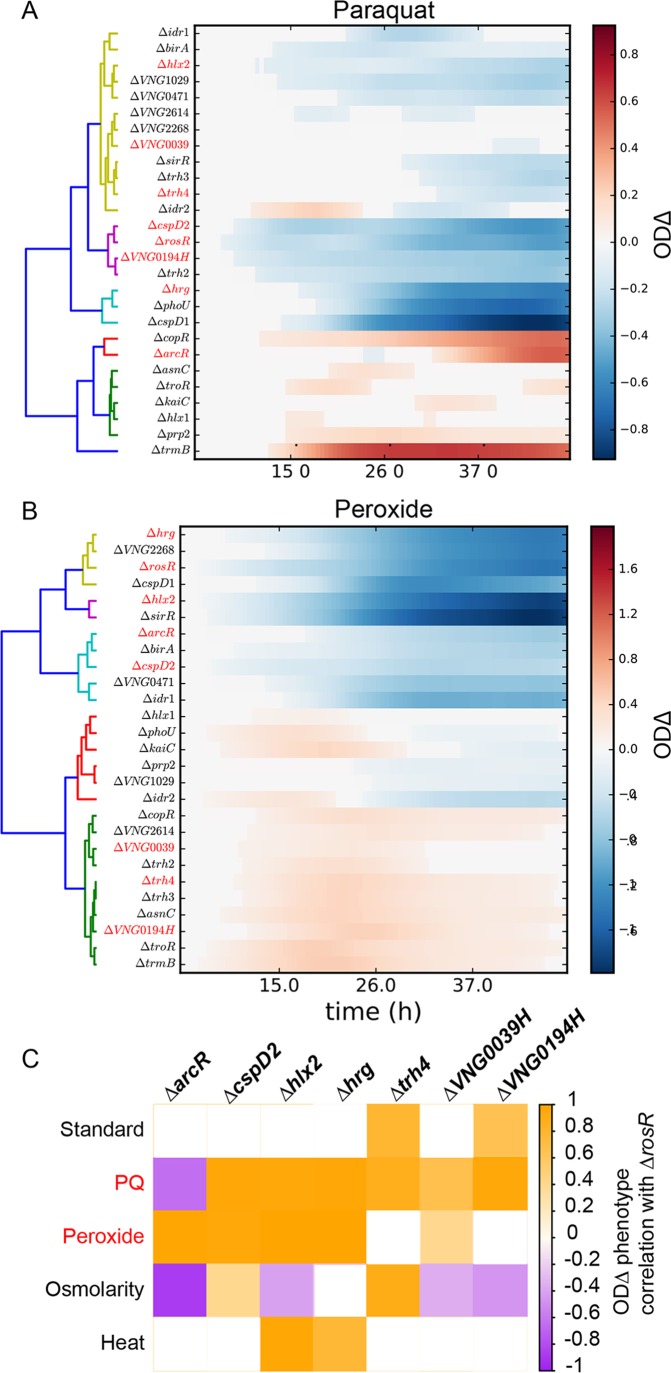
TFs that regulate each other have similar OD_Δ_ phenotype trajectories. (A and B) Heat maps depict hierarchical clustering of OD_Δ_ trajectories for the 27 TF knockout mutants under paraquat (PQ) (A) and peroxide (B) conditions. TFs transcriptionally regulated by RosR are known (50) and indicated by red text. Colors in the dendrogram represent different clusters. The color scale indicates the mean of the posterior OD_Δ_ distribution for each mutant across the growth time course (*x* axis). (C) Each of the seven mutants regulated by RosR are statistically enriched for strongly correlated phenotypes ($\hat{\rho }$≥ 0.4) with the Δ*rosR* mutant under PQ and standard growth conditions relative to other conditions (red text). Colored squares represent significant correlations (*P* ≤ 0.001), and white squares represent nonsignificant correlations. See the color scale to the right of the figure for correlation values.

10.1128/mSystems.00032-17.4 FIG S4  Heat maps of clustering of OD_Δ_ growth trajectories of all 27 mutants under standard (A), low-salt (B), and heat shock (C) conditions. Color scale of OD_Δ_ values is shown at the right side of the clustered growth trajectories. Colors indicate coherent clusters at the tree height cutoff indicated where blue branches end. Download FIG S4, PDF file, 0.7 MB. Copyright © 2017 Darnell et al. 2017 Darnell et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Previous predictions of TF functions from computational GRN models specific to oxidative stress for *H. salinarum* (15) were compared with phenotypic results obtained here. Of the 27 knockouts studied, 15 were predicted by network analysis to play a role in gene regulation during oxidative stress (15). Of these 15, 14 TF knockouts showed significantly altered growth relative to the Δ*ura3* control in oxidative stress induced by PQ, peroxide, or both (Fig. 2C, Fig. S3, and Table S1). This suggests that the GRN computationally predicted from gene expression data has strong predictive power for the roles of TFs in cell physiology.

### Validation and characterization of novel TF functions. (i) CopR functions as a regulator of both heat shock and copper overload responses.

To support the stress-specific novel functions for individual TFs discovered here, we performed validation experiments. First we tested the observation of secondary functions for the previously characterized TF, CopR (Fig. 3). We detected significantly impaired growth of the Δ*copR* mutant relative to the Δ*ura3* parent strain during heat shock (Fig. 2A). The heat shock phenotype of the Δ*copR* mutant was the top-ranking mutant under this condition (Fig. 2C). These observations were surprising given that CopR (previously called VNG1179C [22, 54]) was previously characterized as a repressor of P1-type ATPases that export copper during overload (22). To conduct further functional validation of the role for CopR in response to elevated temperature, a wild-type copy of the *copR* gene was expressed in *trans* on a plasmid in the Δ*copR* deletion background, which returned the growth of this strain to levels indistinguishable from that of the Δ*ura3* parent control (Fig. 5A). This complementation result indicates that the Δ*copR* heat shock growth defect was caused by loss of the *copR* gene alone and not by polar or off-target secondary site genetic effects.

**FIG 5:**
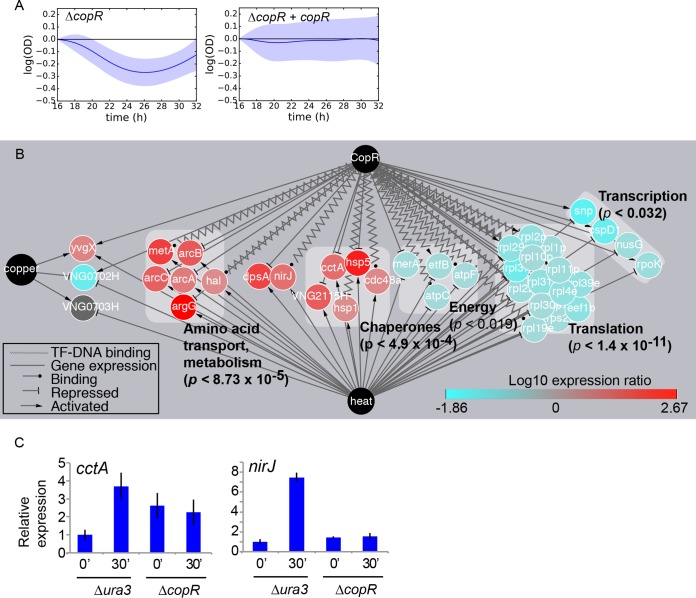
Phenotype validation: a novel heat shock function for the copper-responsive regulator CopR. (A) Slow growth under heat shock conditions in the Δ*copR* mutant (left graph) is complemented by expression of the *copR* gene in *trans* (right graph). (B) Cytoscape gene regulatory network depicting the significant overlap between genes regulated by CopR in response to copper overload (CopR node at the top) and in wild-type cells in response to heat shock (heat node at the bottom) (55) and copper (copper node on the left) (22). Node colors (representing expression levels in wild-type cells under heat shock) and edge line types are indicated in the keys. Gray boxes behind groups of nodes represent arCOG functional categories (61). *P* values of enrichment were calculated by the hypergeometric distribution test. Genes of unknown function are not shown here for clarity but are given in Fig. S5. (C) Quantitative RT-PCR gene expression of *cctA* and *nirJ* genes in the knockout strain compared to the Δ*ura3* control strain. The levels of expression before heat shock (0′) and 30 min after induction of heat shock (30′) are shown. Expression is normalized relative to a control gene whose expression does not change during heat shock (see Materials and Methods). Error bars represent standard errors of the means (SEM) of three biological replicate cultures, each with three technical replicate trials.

10.1128/mSystems.00032-17.5 FIG S5  Cytoscape network graphs depicting the expression of genes whose expression is affected by heat shock, copper, and deletion of *copR*. (A) Colors represent expression of genes in wild-type cells under heat shock. Levels of expression are indicated in the color key. Gray nodes are not differentially expressed. Edges are indicated as in Fig. 4. Gray boxes surrounding groups of nodes represent arCOG functional groups with enrichment significance *P* values provided. Categories and *P* values are consistent across subpanels. (B) The colors of the nodes represent expression of genes in the Δ*copR* strain. (C) The colors of the nodes represent gene expression under copper overload conditions in wild-type cells. Download FIG S5, PDF file, 1 MB. Copyright © 2017 Darnell et al. 2017 Darnell et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To detect potential gene targets of CopR regulation under heat shock, existing transcriptomic and TF-DNA binding data sets were reanalyzed. In the wild-type *H. salinarum* strain exposed to heat shock, 247 genes were differentially expressed (55, 56). A significant fraction of these heat-responsive genes were also differentially expressed in the Δ*copR* mutant grown under copper overload conditions (22) and/or bound by CopR under optimum growth conditions (54) (63 of 247; significance by the hypergeometric distribution test, *P* ≤ 1.42 × 10^−8^; Fig. 5B and Fig. S5). Chaperones and amino acid metabolic functional categories were significantly enriched among heat-induced and CopR-repressed genes (Fig. 5B). In contrast, energy generation, translation, and transcription functions were significantly enriched among heat-repressed and CopR-induced genes (Fig. 5B). Of these 63 heat-responsive CopR-regulated genes, 6 overlapped with the list of 10 genes whose transcripts and proteins were most strongly induced in response to heat shock (56) (hypergeometric test *P* ≤ 5.0 × 10^−5^). These six genes encoded proteins required for cellular repair following heat shock (chaperones CctA and Hsp5) and protection from further damage (metalloprotein NirJ, ferritin DpsA, and anaerobic metabolic genes ArcAC). Together, these CopR-regulated gene functions are consistent with a cellular need to arrest growth to refold and regenerate degraded proteins under elevated temperatures (57).

CopR regulation of gene expression described above was tested under standard and copper overload conditions (22, 54). To validate whether CopR is also specifically required for regulation during elevated temperature, gene expression was measured by quantitative reverse transcription-PCR (qRT-PCR) in the Δ*copR* strain immediately before and 30 min after a shift from 42°C to 54°C. *cctA* expression in the Δ*copR* mutant cells was 3- to 4-fold higher under standard conditions than in Δ*ura3* parent control cells and remained elevated upon heat shock (Fig. 5C). This indicates that CopR is required for *cctA* repression under standard conditions and that relief of CopR repression is necessary for *cctA* heat induction. In contrast, 7-fold induction of *nirJ* in the Δ*ura3* strain was abrogated in the Δ*copR* mutant, indicating that CopR is an activator of this gene under heat shock (Fig. 5C). Taken together, these validation analyses suggest that CopR functions both as a global regulator of gene expression under heat shock and as a specific regulator of a copper efflux transporter during copper overload (22, 58). The connection between heat shock and copper overload has not been established in archaea; however, because both heat shock and copper overload can induce the accumulation of oxidative radicals, the transcriptional responses to these common types of cellular damage may be linked (4).

### (ii) A novel oxidative stress response function for CspD1, a conserved cold shock family protein.

The Δ*cspD1* strain exhibited the strongest growth defect of all 27 mutants under oxidative stress induced by PQ and the sixth strongest phenotype under peroxide (Fig. 2C and 3). The CspD1 sequence showed strong similarity to the cold shock family of proteins (E value of 2.30 × 10^−21^; Table S1). Cold shock domain (CSD) proteins are broadly conserved from bacteria to humans but serve diverse functions, including RNA protection, inhibition of DNA replication during oxidative stress, and transcriptional regulation under various stress conditions (59, 60). Thus, we further investigated the role of CspD1 in response to multiple stresses. We found that, although the *cspD1* gene was significantly repressed in response to high temperature (Fig. 5B) (56), the growth of the Δ*cspD1* mutant strain was indistinguishable from that of the Δ*ura3* control strain under heat and cold shock conditions (Fig. S6). In addition, *cspD1* expression was induced under copper overload conditions in a CopR-dependent manner (Fig. 5B) (22); however, the Δ*cspD1* mutant did not exhibit impaired growth under copper overload conditions (22). These data suggest either that CspD1 does not play a role in the temperature shock and copper overload responses or that CspD1 is functionally redundant under these conditions with other, as yet unknown, TFs.

10.1128/mSystems.00032-17.6 FIG S6  (A) Growth of the Δ*cspD1* mutant relative to growth of the Δ*ura3* strain under cold shock conditions. Data points represent the means for three biological replicate cultures, and error bars depict standard deviations. Only one time point is significant by *t* test. (B) The OD_Δ_ trajectory for the Δ*cspD1* mutant is not significantly different from that of the Δ*ura3* strain under heat shock. Download FIG S6, PDF file, 0.2 MB. Copyright © 2017 Darnell et al. 2017 Darnell et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To further test the role of CspD1 in oxidative stress, we expressed the *cspD1* gene in *trans* on a plasmid in the Δ*cspD1* knockout background. The oxidative stress phenotype was complemented in this strain, confirming that deletion of *cspD1* was responsible for the observed phenotypes (Fig. 6A). In previously published transcriptomic data, the expression of the *cspD1* gene was strongly correlated with fluctuations in oxygen levels (1), induced 30 min after an increase in oxygen (cross-correlation $\hat{\rho }$ = 0.730; Fig. 6B). Such expression follows a pattern similar to that observed for *rosR*, which encodes a known global regulator of the oxidative stress response (16, 50). 

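The response of the Δ*cspD1* strain, in which the gene for the cold shock family protein CspD1 is deleted, to oxygen was measured on spotted 2-color microarrays. A culture held without oxygen overnight was sampled immediately before oxygen was supplied and 5, 10, 20, 45, and 180 min afterwards. The sample labels give the earliest of these time points as -1 min and Fig. 6C plots it at 0 min. Each time point is 1 sample, and its RNA was hybridized on 2 arrays with the dyes Alexa 546 and Alexa 647 swapped, for 12 arrays in all. The legend of Table S4 calls the repeats technical replicates, so differences between single time points have no replicate error and were not tested. The methods describe growth of the Δ*ura3* parent strain beside the mutant, while the series description names RNA of the wild-type strain NRC-1 as the reference on every array, and parts of the labels list the wild type at the same time point as the mutant. Over 2688 probe positions on the arrays, the reference channel before oxygen and at 180 min correlated at r = 0.964 in Alexa 546 and 0.972 in Alexa 647, while the mutant channel correlated at 0.824 and 0.899. These correlations are across probe positions, which are not independent replicates. The mutant channel was also dimmer before oxygen than at 180 min. Its median signal over background was 1.91 against 7.44 in Alexa 546 and 3.93 against 42.4 in Alexa 647. Brightness and expression are therefore not separated in its lower correlations. The authors deposited scanner intensities of 10752 spots per array and a table of processed log10 expression ratios of mutant over reference for 2400 genes, with 1 value per gene and time point. The spots carry no gene names, so all values of named genes are the authors' processed ratios, and the scanner files were analyzed only by probe position. The median ratio of all genes in the deposited table fell from 0.102 before oxygen to 0.001 at 180 min on the log10 scale, so its time points are not centered on a common median. The quantiles of the table and of the scanner ratios fit a log10 scale, with slopes from 0.996 to 1.78, but not a direction. The direction, mutant over reference, was taken from the dye labels and checked with the deleted gene, which has the lowest ratio of all 2400 genes at each of the 6 time points. After background correction and loess normalization, the 2 arrays of a time point correlated at r = 0.633 before oxygen, 0.663 at 5 min, 0.212 at 45 min, and 0.105 at 180 min. The number of arrays limits the precision of every value.

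**Figure D1:**
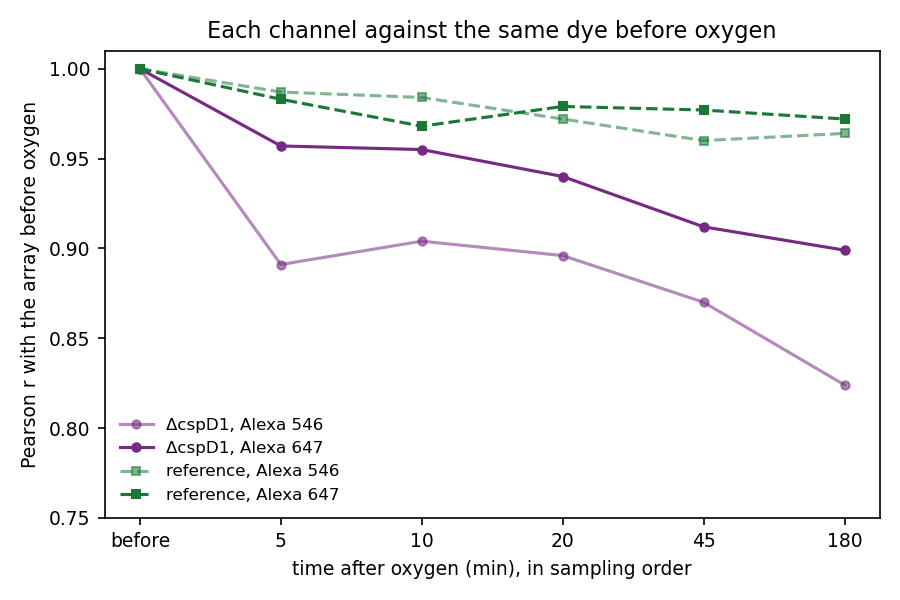
Pearson correlation across 2688 probe positions between each array channel and the same dye before oxygen (vertical axis, no unit) against time in sampling order (horizontal axis, min). Solid lines are the Δ*cspD1* channel and dashed lines the reference channel, which stays between 0.960 and 0.987 after oxygen while the mutant channel falls to 0.824 and 0.899 at 180 min.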

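The deleted gene itself, *cspD1* (VNG0101G), had log10 expression ratios of -1.20 before oxygen, -1.22 at 5 min, -1.44 at 10 min, -1.14 at 20 min, -0.974 at 45 min, and -1.14 at 180 min in the Δ*cspD1* strain. The wild-type ratios that the paper prints for this gene in Table S4 rise from -0.932 before oxygen to -0.036 at 180 min, so the low value in the mutant at 180 min sets the strains apart while the value before oxygen hardly does. No trend over the time course was called for it (adjusted p = 0.370 from limma with Benjamini-Hochberg adjustment). For *rosR* (VNG0258H) the ratio rose from -0.364 before oxygen to 0.092 at 180 min, with a slope of 0.0853 per sampling step (standard error 0.0203, adjusted p = 0.0291 from limma), a call that was lost without the sample before oxygen, the 45 min sample, or the 180 min sample. The paper's wild-type ratio of *rosR* rose too, from -0.4695 to -0.039, so the rise is not particular to the mutant. Over all 2400 genes, limma called a trend over the sampling order for 445 genes at an adjusted p threshold of 0.05, of which 81 rose and 364 fell. The samples are serial, so these p-values are nominal. The alternative that moved this count most was minutes in place of the sampling order, under which limma called 0 genes at that threshold and 696 at an unadjusted p under 0.05. Without the 180 min sample the count was 1, and without the 45 min sample it was 5 (458 and 589 at an unadjusted p under 0.05 in limma, against 867 with all samples). With each time point centered on its median, 128 genes rose and 192 fell. Of the 132 listed genes, 18 of the 89 aerobic and 20 of the 43 anaerobic genes were among the 445.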

In the Δ*cspD1* strain exposed to fluctuating oxygen levels over time (see Materials and Methods), the transcription of 132 of the 660 known oxygen-responsive genes in *H. salinarum* (1) exhibited significantly altered expression (Fig. 6C and Table S4). Of these 132 genes, 89 are induced in a CspD1-dependent manner during the transition from anaerobic to aerobic conditions. 

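The 89 genes are those that Table S4 lists as aerobic, and the list includes *cspD1*. The study chose them with the use of these samples, so their behavior here is not independent evidence. From before oxygen to 180 min, 76 of the 89 genes rose in the Δ*cspD1* strain and 12 fell, with a mean change of 0.247 in the log10 expression ratio and a standard deviation across genes of 0.234. Adjusted over all genes tested, limma called a trend for 18 of them, 16 rising and 2 falling, and 24 when adjusted over the list alone. As a set, the genes rose relative to the other genes (camera of limma with a preset correlation of 0.01, adjusted p = 6.27e-22 over 3 sets). The set was not called by camera with the estimated correlation of 0.639 between genes (adjusted p = 0.202). Nor was it called by fry of limma (adjusted p = 0.100), which tests the trend of the set against 0 and not against the other genes. The largest rises were those of *rpl10p* (VNG1104G), by 0.740 from -0.638, of VNG0702H, by 0.730 from -0.686, and of VNG0659H, by 0.685 from -0.685. Among the genes that fell, VNG6441H went from -0.366 to -0.877 and VNG6159H from -0.260 to -0.747; these 2 were chosen after their values were seen. Over the 80 of these genes in the part of Table S4 used here, the mean change was 0.266 in the mutant and 0.237 in the paper's wild-type values. The change was larger in the mutant for 48 of the 80 genes. In the wild-type values 77 of the 80 rose and 3 fell. Without *cspD1* the mean changes were 0.268 and 0.229.

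**Figure D2:**
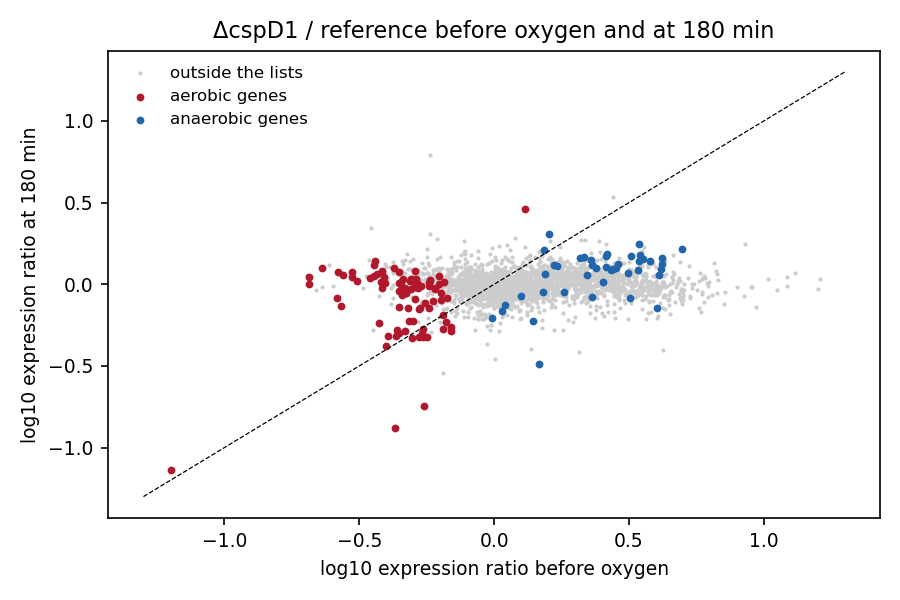
Log10 expression ratio of Δ*cspD1* over reference at 180 min (vertical axis) against the ratio before oxygen (horizontal axis) for the 2400 genes of the deposited table. Each point is 1 gene, and the dashed line marks equal ratios; 76 of the 89 aerobic genes lie above it and 41 of the 43 anaerobic genes below it.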

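The arCOG categories were not used here. In their place, the annotations in Table S4 were searched, and 33 of the 89 aerobic genes are annotated as ribosomal proteins. All 33 rose from before oxygen to 180 min in the Δ*cspD1* strain, with a mean change of 0.389 in the log10 expression ratio. In the paper's wild-type values all 33 rose too, with a mean change of 0.321. The change was larger in the mutant for 24 of the 33 genes and smaller for 9. Their mean ratio in the mutant was -0.369 before oxygen, -0.520 at 10 min, -0.202 at 45 min, and 0.0208 at 180 min. Adjusted over all genes tested, limma called a rising trend for 8 of them, and 13 when adjusted over the list alone. As a set they rose relative to the other genes (camera of limma, adjusted p = 4.55e-17 over 3 sets), a call that did not hold under the estimated correlation of 0.868 between these genes (adjusted p = 0.202). Their trend against 0 was not called by fry (adjusted p = 0.100). Another 10 genes of the list are annotated with cobalamin or precorrin functions, a group chosen after its values were seen. Their mean ratio was -0.280 before oxygen and -0.286 at 180 min, and 5 of them rose. In the paper's wild-type values 9 of the 10 rose, with a mean change of 0.059 against -0.0056 in the mutant.

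**Figure D3:**
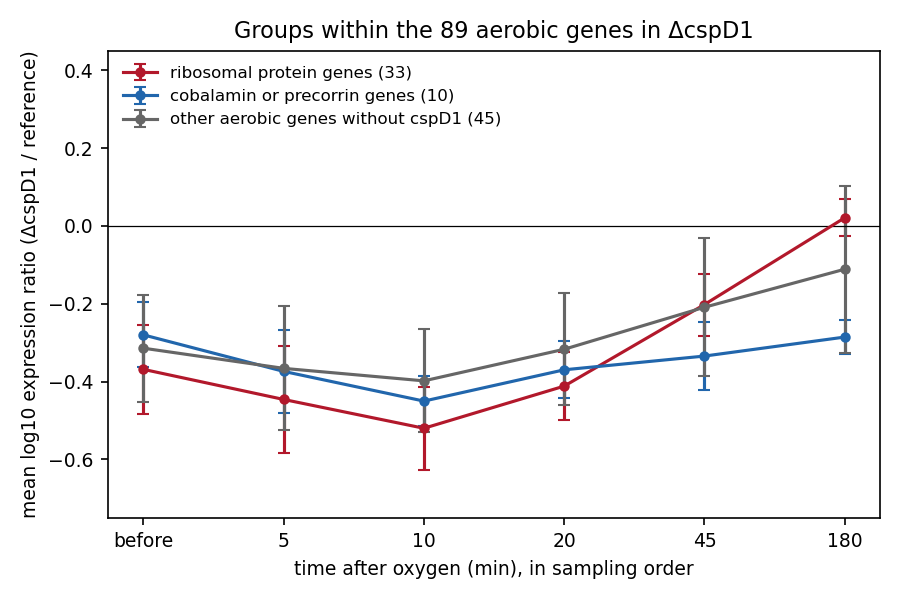
Mean log10 expression ratio of Δ*cspD1* over reference (vertical axis) against time in sampling order (horizontal axis, min) for 33 ribosomal protein genes, 10 cobalamin or precorrin genes, and 45 other genes of the aerobic list without *cspD1*. Bars are the standard deviation across genes at 1 sample per time point; at 180 min the ribosomal protein genes are at 0.0208 and the cobalamin or precorrin genes at -0.286.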

According to arCOG (clusters of orthologous genes for archaea) ontology (61), these aerobic genes are significantly enriched for functions crucial for cell growth (e.g., translation; *P* ≤ 5.68 × 10^−20 ^by the hypergeometric distribution test; Table 2). In contrast, CspD1 is required to repress 43 genes under anaerobic conditions (Fig. 6C and Table 2). 

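Before oxygen, the 43 genes that Table S4 lists as anaerobic had a mean log10 expression ratio of 0.382 in the Δ*cspD1* strain, with a standard deviation across genes of 0.183. Over the 37 of them in the part of Table S4 used here, the mean was 0.396 in the mutant and 0.275 in the paper's wild-type values, and 34 of the 37 genes were higher in the mutant. The wild-type values are means of 2 time courses from other series, so the strain and the series cannot be told apart, and no replicate error is given for the difference. From before oxygen to 180 min, 41 of the 43 genes fell in the mutant, with a mean change of -0.321. Over the 37 genes, the mean change was -0.352 in the mutant and -0.237 in the paper's wild-type values, where 34 of the 37 fell, and it was lower in the mutant for 30 of them. Adjusted over all genes tested, limma called a falling trend for 20 of them, and 27 when adjusted over the list alone, which the study chose with the use of these samples. As a set they fell relative to the other genes (camera of limma, adjusted p = 4.10e-06 over 3 sets), but not under the estimated correlation of 0.290 (adjusted p = 0.202). With fry, which tests the trend of the set against 0 and not against the other genes, they also fell (adjusted p = 0.0205). The largest falls were those of *nirK* (VNG1187G), from 0.605 to -0.143, of *argG* (VNG2437G), from 0.168 to -0.486, and of VNG2202H, from 0.505 to -0.085. The ratio of *arcC* (VNG6316G) went from 0.202 to 0.309 and that of VNG5108H from 0.186 to 0.212; these 2 genes were chosen after their values were seen. The paper states, citing Fig. 6C and Table 2, that CspD1 is required to repress these genes without oxygen.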

Of the 132 genes requiring CspD1 for appropriate expression under oxygen fluctuation, 106 are also differentially expressed under oxidative stress induced by PQ (Fig. 6D) (15).

10.1128/mSystems.00032-17.10 TABLE S4  Gene expression data for the Δ*cspD1* mutant versus wild-type *H. salinarum* under different oxygen concentrations. Download TABLE S4, XLSX file, 0.3 MB. Copyright © 2017 Darnell et al. 2017 Darnell et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

**FIG 6:**
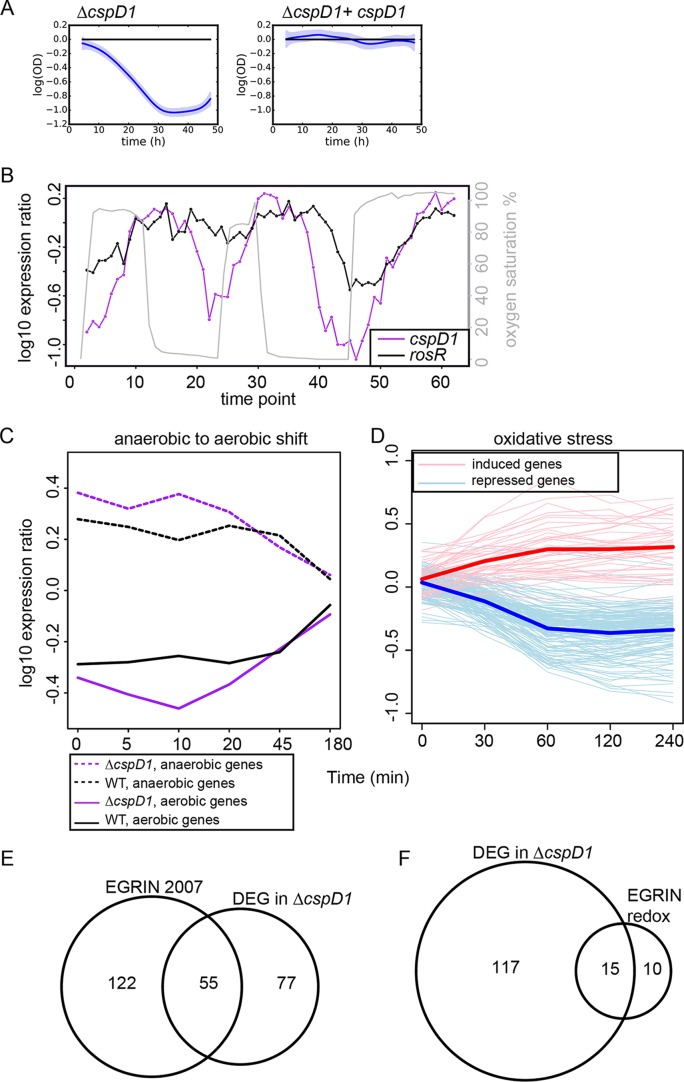
Phenotype validation: a novel oxidative stress function for the cold shock family protein CspD1. (A) Slow growth under oxidative stress conditions in the Δ*cspD1* mutant (left graph) is complemented by expression of the *cspD1* gene in *trans* (right graph). (B) Line plot depicting the expression of the *cspD1* gene (left axis) during fluctuations in oxygen concentrations (gray line, right axis). *cspD1* expression is compared to that of the gene encoding known oxidative stress regulator RosR (left axis). (C) Line plot depicting the expression of genes requiring CspD1 for appropriate dynamic expression in response to oxygen. Each line represents the mean expression value of the groups of genes indicated in the legend. Expression data and annotations for individual genes are given in Table S4. WT, wild type. (D) Expression profiles for 106 of the 132 CspD1-dependent genes differentially expressed under PQ conditions in wild-type cells (15). Thin lines represent the expression of individual genes. Thick lines show the mean of induced or repressed genes. (E) Overlap between EGRIN predictions for CspD1 target gene regulatory influences (7) and differentially expressed genes (DEG) in the Δ*cspD1* background. (F) Similar to panel E except that predictions under oxidative stress conditions are shown (15).

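The mean log10 expression ratio of the 89 aerobic genes in the Δ*cspD1* strain was -0.340 before oxygen, -0.406 at 5 min, -0.461 at 10 min, -0.367 at 20 min, -0.229 at 45 min, and -0.0934 at 180 min. That of the 43 anaerobic genes was 0.320 at 5 min, 0.377 at 10 min, 0.307 at 20 min, 0.169 at 45 min, and 0.0609 at 180 min. The wild-type values were taken from the first 1999 of the 2400 rows of Table S4, which hold 80 of the aerobic and 37 of the anaerobic genes. Over those 80 genes, the mutant minus the paper's wild type was -0.0385 before oxygen, -0.111 at 5 min, -0.205 at 10 min, -0.0644 at 20 min, 0.0437 at 45 min, and -0.00949 at 180 min. The list includes the deleted gene, and without it the difference at 180 min was 0.0043 over 79 genes. All 80 genes were lower in the mutant at 10 min, against 47 before oxygen and 19 at 45 min. Over the 37 anaerobic genes the difference was 0.186 at 10 min and -0.0471 at 45 min. The spread of all ratios also differed at 10 min. Across the 1999 genes, the standard deviation at 10 min was 0.295 in the mutant and 0.164 in the paper's wild-type values. Averaged over the 6 time points, the difference over the aerobic genes was -0.0642, and -0.0202 with each time point centered on its median. An exact sign-flip test of this difference over the 6 time points, two-sided and chosen after the data were seen, gave p = 0.125 as deposited and 0.594 after centering, where the smallest p it allows is 0.0312. Without *cspD1* the difference was -0.0577 (p = 0.188 from the exact test) and -0.0137 after centering (p = 0.688). For the anaerobic genes the difference was 0.0654 (p = 0.0938 from the exact test) and 0.109 after centering (p = 0.0312). The time points are serial, so these p-values are nominal. The study also chose both lists with these samples for a response to the deletion, so a difference in them is not independent evidence.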

**TABLE 2:** Functions significantly enriched among CspD1 target genes under fluctuating oxygen conditions

Condition	Category	*P* value^a^
Aerobic	Coenzyme transport and metabolism	2.48 × 10^−4^
	Energy production and conversion	6.33 × 10^−3^
	Translation; ribosomal structure and biogenesis	5.68 × 10^−20^

Anaerobic	Amino acid transport and metabolism	1.81 × 10^−3^

a *P* values result from the hypergeometric distribution test in arCOG categories.

The EGRIN model based on gene expression under a wide array of conditions accurately predicted a significant fraction of the 132 CspD1-dependent genes (42%; *P* ≤ 6.33 × 10^−32^ by the hypergeometric distribution test) (7) (Fig. 6E). These EGRIN-predicted genes were also significantly enriched for functions involved in ribosome biogenesis (*P* ≤ 1.8 × 10^−26^). Similarly, EGRIN predictions based solely on gene expression under oxidative stress also predicted that CspD1 regulates a significant fraction of the 132 CspD1-dependent genes (*P* ≤ 3.83 × 10^−15^) (15) (Fig. 6F). Together, these results provide validation of GRN functional predictions and phenotype analysis, implicating CspD1 in the regulation of functions critical to growth under oxidative stress and fluctuating oxygen conditions.

### Conclusions and perspectives.

Data and analyses presented here enabled the discovery of physiological roles for 17 previously uncharacterized TFs in the archaeal species *H. salinarum*. New physiological roles for previously characterized TFs were also revealed (e.g., CspD1 and CopR). This demonstrates the power of our combined high-throughput growth analysis and quantitative growth modeling for discovering unknown gene functions. The functions of a large fraction of genes and pathways remain unknown even in well-characterized model microorganisms. Recently, other high-throughput, genome-wide forward and reverse genetic approaches have made great strides in gene functional discovery, such as population genomics in *Saccharomyces cerevisiae* (62), clustered regularly interspaced short palindromic repeat interference (CRISPRi) in *Bacillus subtilis* (63), and genome-wide knockout collections in *Escherichia coli* (33, 64), as well as nontraditional model organisms such as methanogenic archaea (65). Previously we showed that Gaussian process (GP) methods for phenotype discovery are generally applicable across diverse species (35). Additionally, GPs have been shown to be useful in other domains of biological research, such as modeling genome-wide expression data (66–69). Here we extend the use of GP methods in the context of functional ANOVA to compare the growth of a large collection of strains (Fig. 2), demonstrating the promise of these methods for genome-wide functional discovery across a variety of species.

Here we directly test the predictions of computationally inferred, global GRN models such as EGRIN (7, 15). Because these and other statistical GRN inference models were inferred directly from gene expression data, the direct impact of the GRN activity on cellular physiology remained unclear. Here we show that models such as EGRIN predict not only gene expression but also the phenotypic impact of such expression (Fig. 2 and 6). In previous work, we also demonstrated the accuracy of EGRIN in predicting TF functions. For example, hypotheses generated from EGRIN predictions enabled the discovery of RosR, an archaeon-specific, novel master regulator of oxidative stress response (7, 15, 16, 50). Similarly, EGRIN model predictions regarding the cross-regulation of phosphate metabolism and methanogenesis pathways were validated by gene knockout studies in methanogens (30). Here we also observed extensive cross-regulation: each TF was important for resistance of multiple stressors, and multiple TFs played a role in surviving each stressor (Fig. 3). Such cross-regulation of gene expression has also been observed in bacteria as a means to integrate environmental cues that cooccur (e.g., heat and singlet oxygen [8, 70]) or that induce functionally related response pathways (e.g., metal homeostasis and oxidative stress [71]). Together with these previous studies, the broader investigation of 27 TF knockout phenotypes reported here demonstrates that GRN models such as EGRIN are effective tools for generating accurate hypotheses regarding TF functions. The combination of GRN modeling and phenomic validation reveals the direct impact of a complex web of regulatory interactions on cell physiology (Fig. 4 and 5). This work supports an emerging general principle that cross-regulation between TFs within the GRN enables a coordinated response to a variety of environmental stimuli.

## MATERIALS AND METHODS

### Culturing and construction of transcription factor mutants.

*Halobacterium salinarum* NRC-1 (ATCC 700922) was used as the wild-type strain background. Constructed mutants are derivatives of the Δ*ura3* strain (44), and the Δ*ura3* strain was used as the isogenic parent strain as a control in all assays. *H. salinarum* was grown routinely in complex medium (CM) (250 g/liter NaCl, 20 g/liter MgSO_4_ ⋅ 7H_2_O, 3 g/liter sodium citrate, 2 g/liter KCl, 10 g/liter peptone) supplemented with 50 μg/ml uracil to complement the uracil auxotrophy of the Δ*ura3* parent background. *E. coli* strain DH5α used for routine cloning was grown in LB containing carbenicillin (50 μg/ml) to maintain plasmids. Mutants were constructed as previously reported using the standard double-crossover counterselection method (44). Briefly, approximately 500 bp of flanking regions up- and downstream of the gene of interest were integrated into the StuI restriction site of plasmid pNBKO7 by blunt-end ligation (details of all plasmid constructs listed in Table S2 in the supplemental material). The resultant constructs were transformed into the Δ*ura3* strain and selected on CM plates containing mevinolin (10 μg/ml). The resulting merodiploid strains were then plated on CM plates containing 5-fluoroorotic acid (250 μg/ml) and uracil to remove the integrated plasmid, yielding unmarked TF deletion strains. Complementation strains were constructed using the pMTF-cmyc vector backbone (72) by isothermal Gibson assembly (73) and routinely maintained in liquid culture in CM supplemented with mevinolin (1 μg/ml). All strains were verified as described in reference 19. Genotype results are given in Fig. S1, and primer, strain, and plasmid details are given in Table S2. 

### Growth curve assays.

Cultures were pregrown in standard conditions, which were defined as growth in CM containing uracil at 42°C with shaking (225 rpm) under ambient light until early stationary phase, measured by an optical density at 600 nm (OD_600_) ≈ 2.0 (74). Each strain was then subcultured to an OD_600 _≈ 0.05 in 200 μl CM containing uracil under continuous shaking at 42°C in a Bioscreen C analysis system (Growth Curves USA, Piscataway, NJ) set to measure OD_600_ every 30 min for the duration of the 48-h experiment. Each strain was tested in at least biological quadruplicate samples, each with three technical replicates. For heat stress experiments, the temperature was shifted to 54°C at 16 h, and the elevated temperature was maintained for the remainder of the experiment. For oxidative stress experiments, hydrogen peroxide (5 mM) or paraquat (PQ) (0.333 mM) was added at the beginning of growth. For low-salinity experiments, strains were grown in CM medium containing 2.9 M NaCl. For cold growth curves (Fig. S6), cultures were pregrown in standard conditions until stationary phase, then subcultured to a starting OD_600_ of 0.1 into 5 ml of CM containing uracil and incubated at 15°C with shaking (225 rpm). Sample aliquots were taken every 24 h for 5 days to measure OD_600_.

### FANOVA growth curve model framework.

Growth data were then modeled using functional analysis of variance (FANOVA) (75), using a Bayesian approach (47). FANOVA models data as a linear combination of functional effects, where the number of effects is determined by the experiment. For example, in the case of two experimental perturbations, observations at time point *t* for effects *i* and *j* are modeled as:

(3) $$y_{i,j}(t)=\mu (t)+\alpha_{i}(t)+\beta_{j}(t)+{\left(\alpha \beta \right)}_{i,j}(t)+\varepsilon_{i,j}(t)$$

where μ_(t)_ is a mean function, α_*i*_(*t*) and β_*j*_(*t*) are the effect functions, (αβ)_*i*,*j*_ is the interaction between them, and ε_*i*,*j*_(*t*) is observation noise. Functional effects and interactions can be added and removed from the model as needed for different experimental designs. In order to make the latent effect functions identifiable, they are constrained to sum to zero:

(4) $$\overset{n_{\alpha }}{\underset{i=1}{\sum }}\alpha_{i}(t)=\overset{n_{\beta }}{\underset{j\;=\;1}{\sum }}\beta_{j}(t)=\overset{n_{\alpha }}{\underset{i\;=\;1}{\sum }}{\left(\alpha \beta \right)}_{i,j}(t)=\overset{n_{\beta }}{\underset{j\;=\;1}{\sum }}{\left(\alpha \beta \right)}_{i,j}(t)=0\;\forall t\;$$

The mean function μ(*t*) is given a GP prior directly:

(5) $$\mu (t)\sim \text{GP}(0,\kappa_{\mu }(t_{1},t_{2}))$$

In order to satisfy the identifiability constraints (equation 4), effect functions are parameterized using a set of contrast functions. For example, α_*i*_(*t*) is defined as a linear combination of the contrast functions:

(6) $$\alpha_{i}(t)=\overset{n_{\alpha }-\;1}{\underset{k\;=\;1}{\sum }}c_{ik}\times \alpha_{k}^{*}(t)=c_{i}^{T}\alpha^{*}(t)$$

where

(7) $$\alpha^{*}(t)=\{\alpha_{1}(t),\alpha_{2}(t),\ldots ,\alpha_{n_{\alpha }-\;1}(t)\}$$

Gaussian process (GP) priors were assigned to the latent functions as described in reference 47. GPs place a distribution on a continuous function, any finite number of observations of which are distributed as multivariate normal (76). Each GP prior is parameterized by a mean function *m*(*x*) and a covariance function, κ(*x*_1_,*x*_2_). All prior mean functions in this analysis were set identically to zero, as is standard. Covariance functions were modeled using radial basis functions (RBFs):

(8) $$\kappa (x_{1},x_{2})=\sigma^{2}\times \exp\left(\frac{{-||x_{1}-x_{2}||}^{2}}{\ell }\right)$$

where σ^2^ and *ℓ* are hyperparameters defining the variance and length scale of the GP, respectively. The variance σ^2^ determines the magnitude of variability for a given GP prior distribution, with higher variances leading to more-variable functions. The length scale parameter controls the rate of decay of covariance between two time points, and larger length scales place higher probability on smoother (slower changing) functions.

All contrast functions for a given effect are defined by a shared GP prior:

(9) $$\alpha_{i}^{*}(t)\sim GP(0,\kappa_{\alpha })$$

where 1 ≤ *i* ≤ *n*_α_ − 1. Kernel hyperparameters were given noninformative priors. Posterior quantities were obtained by Markov chain Monte Carlo (MCMC) simulation. Sampling of the contrast functions was accomplished using Gibbs sample updates (47). Kernel hyperparameters were sampled via slice sampling (77).

### Determination of significant growth phenotypes.

All raw growth data (Table S3) were first normalized to the log_2_ scale. The first 4 h of growth (less than one generation) were removed because technical and instrument variability is often observed during this time frame. Growth data were then grouped by strain and experimental design (standard growth, 0.333 mM PQ, 2.9 M NaCl, or heat shock), referred to as the condition. Growth data corresponding to the same condition were scaled by a fixed value so the mean of the condition at the earliest time point was equal to zero. The growth data for *H. salinarum* TF mutants under various stress conditions was modeled with GP FANOVA as described below.

### (i) Standard, oxidative stress, and osmotic stress conditions.

Growth data were modeled with two effects corresponding to strain and experimental design. The strain effect, α_*i*_, varied from *i* = 1 to *i* = 28, where *i* = 1 corresponded to the Δ*ura3* parent strain and *i* > 1 corresponded to one of the 27 mutant strains. The experimental design effect, β_*j*_ (1 ≤ *j* ≤ 4), represented one of four experimental designs: standard growth (*j* = 1), low-osmolarity stress (*j* = 2), PQ (*j* = 3), or peroxide stress (*j* = 4). Interactions between the two effects were also modeled to determine the strain-specific responses to each of the stress effects. The full GP FANOVA model for the analysis was then the same as in equation 3 and was estimated using the GP FANOVA model as described above. Variation between phenotypes arising from separate batches of experiments were controlled by adding a specific batch function, γ(*t*). 

### (ii) Heat shock.

Growth data for heat shock conditions was modeled using a GP FANOVA modeling the individual effect of strain, α_*i*_. This model has the form

(10) $$y_{i}(t)=\mu (t)+\alpha_{i}(t)+\varepsilon_{i}(t)$$

All metrics for the heat shock condition (OD_Δ_ and$||{\text{OD}}_{\Delta }||$, described below) were computed starting at the 16-h time point, the beginning of the shock. Additionally, the difference between the Δ*ura3* parent and mutant strain was subtracted from all metrics, which removes any confounding differential growth that occurred between the two strains prior to the shock initiation.

### (iii) Δ*copR* complementation.

Complementation was modeled as the combined effect of strain (α_*i*_, Δ*ura3* or Δ*copR*), empty vector (β), and presence or absence of the *copR* complementation on the plasmid (γ). The FANOVA model for this condition is then

(11) $$y_{i,j,k}(t)=\mu (t)+\alpha_{i}(t)+\beta_{j}(t)+\gamma_{k}(t)+\varepsilon_{i,j,k}(t)$$

There are two states for each effect, and we are interested in estimating the fixed effect of the *copR* complementation only under the heat stress condition starting at 16 h, so no interactions between condition and strain were needed in this model.

### (iv) Δ*cspD1* complementation.

Complementation of Δ*cspD1* in H_2_O_2_ was modeled with an extension of the model for Δ*copR* in heat shock (equation 11). Functions for strain (α), condition (β), and their interaction (α,β) are included, as in equation 3. In addition, a function is included to model the presence or absence of the empty vector γ, as well as the presence or absence of Δ*cspD1* on the plasmid (δ). In this case, we are specifically interested in the complementation provided by the plasmid-expressed *cspD1* to the Δ*cspD1* strain in the H_2_O_2_ condition, so we modeled the interaction of this strain with the condition (β,δ):

(12) $$y_{i,j,k,l}=\mu +\alpha_{i}+\beta_{j}+\gamma_{k}+\delta_{l}+{\left(\alpha \beta \right)}_{i,j}+{\left(\beta \delta \right)}_{j,l}$$

### (v) Significance test.

Two metrics were used to assess the significance of the difference between the growth of each mutant versus the parent strain under each condition.

The first metric, OD_Δ_, was first computed for each strain under standard conditions as

(13) $${\text{OD}}_{\Delta }(t)=y_{i,1}(t)-y_{1,1}(t)$$

(14) $${\text{OD}}_{\Delta }(t)=\alpha_{i}(t)-\alpha_{1}(t)+{\left(\alpha \beta \right)}_{i,1}(t)-{\left(\alpha \beta \right)}_{1,1}(t)$$

where *i* represents the strain of interest. This represents the difference between the parent strain and TF mutant strain under standard conditions. When comparing mutant and parent strain under nonstandard conditions, the function described in equation 14 is used as the control of the difference between the parent and mutant strains. This leads to the formulation of OD_Δ_ under stress conditions as

(15) $${\text{OD}}_{\Delta }(t)=[y_{i,j}(t)-y_{1,j}(t)]-[y_{i,1}(t)-y_{1,1}(t)]$$

(16) $${\text{OD}}_{\Delta }(t)={\left(\alpha \beta \right)}_{i,j}(t)-{\left(\alpha \beta \right)}_{1,j}(t)-{\left(\alpha \beta \right)}_{i,1}(t)+{\left(\alpha \beta \right)}_{1,1}(t)$$

which is the difference between strain *i* and the parent strain under condition *j*, normalized by the difference between the two strains under standard conditions. In this formulation, if the difference between the parent strain and mutant strain is the same under both standard conditions and one of the stress conditions, OD_Δ_ will be close to zero under the stress condition for that strain. Both formulations of OD_Δ_ in equation 14 and equation 16 use effect functions estimated by the GP FANOVA model and can therefore be calculated from the model posterior samples. The posterior distribution of OD_Δ_ for each strain under a given condition was used to determine where a mutant strain and the Δ*ura3* parent were significantly different as a function of time. Ninety-five percent credible intervals for OD_Δ_ were constructed using the posterior samples of the GP FANOVA model, and any time point where zero was not included in the interval was considered significantly different from the parent strain.

To obtain an overall test to rank order the significance of the phenotype under a specific condition, a second metric was derived from OD_Δ_ representing the overall magnitude of growth difference between the parent and mutant strains. This metric, $||{\text{OD}}_{\Delta }||$, was calculated as in equation 2 which represents the magnitude of OD_Δ_ over the entire growth curve. Larger values of $||{\text{OD}}_{\Delta }||$ indicate growth phenotypes that deviate most from that of the parent strain. This metric can be used to directly compare different mutant strains for the overall significance of their growth phenotype.

Phenotype networks (Fig. 3) were constructed and visualized using Cytoscape (78). The $||{\text{OD}}_{\Delta }||$ cutoff of 0.337 was used to enable comparison across mutants and across conditions. This cutoff was chosen to (i) exclude mutants whose maximum or minimum OD_Δ_ value was inside the 95% confidence interval and (ii) exclude mutants outside the top 10% of $||{\text{OD}}_{\Delta }||$ values under standard conditions (Fig. 2).

### Transcript quantitation with qRT-PCR.

Samples were harvested at mid-log phase (OD_600_ ≈ 0.4) and 30 min after the shift to 54°C. RNA was purified using an Absolutely RNA Miniprep kit (Agilent Technologies, Santa Clara, CA), and 500 ng was tested for DNA contamination by PCR with *Taq* DNA polymerase (Thermo Scientific, Grand Island, NY) and for integrity with a 2100 bioanalyzer (Agilent Technologies, Santa Clara, CA). Quantitative reverse transcription-PCR (qRT-PCR) primers (Integrated DNA Technologies, Coralville, IA) are listed in Table S2. The iTaq universal SYBR green one-step kit (Bio-Rad, Hercules, CA) was used in 20-μl reaction mixtures according to the manufacturer’s instructions. Quantitative analysis was performed in a Bio-Rad real-time thermal cycler (Bio-Rad, Hercules, CA). Expression relative to the *VNG1756G* reference locus (18) was calculated using the ΔΔ*C*_*T*_ method (18, 79).

### CspD1 validation experiments. (i) Transcriptomic analysis of the Δ*cspD1* mutant exposed to different oxygen levels.

Although these data were published previously as part of a larger gene regulatory network study (43), here we report the details of the experiment and specific analysis of the effect of the Δ*cspD1* deletion on gene expression. Briefly, the Δ*cspD1* mutant and Δ*ura3* strain were grown to mid-logarithmic phase in batch mode in a New Brunswick BioFlo100 modular benchtop fermentor (New Brunswick Scientific) in CM medium as described in reference 1. At mid-log phase, oxygen sparging and agitation were stopped to induce anoxia. The cultures were incubated anaerobically overnight, then oxygen was sparged, and RNA was collected at time points immediately prior to the addition of oxygen and 5, 10, 20, 45, and 180 min afterwards. RNA extraction, microarray hybridization, scanning, and preprocessing were conducted as described in reference 1. Data were analyzed using a modified ANOVA in the Statistical Analysis of Microarrays (SAM) package in the TM4 freeware program (80) to determine the final list of genes differentially expressed in response to oxygen and *cspD1* deletion (Table S4).

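The methods name a modified ANOVA in SAM for the response to oxygen and to the deletion, without the terms of its model. The wild-type arrays this ANOVA would need are not analyzed here. The ratio of mutant over reference was tested in place of that ANOVA. This takes the reference as 1 control sample, leaves out that control's own spread, and mixes the deletion with the culture state of the reference. With limma, the mean ratio over the 6 time points differed from 0 for 1124 of 2400 genes at an adjusted p threshold of 0.05, 813 above 0 and 311 below. With each time point centered on its median the split was 586 above and 558 below. Leaving out the 20 min sample lowered the count to 95 (1095 at an unadjusted p under 0.05 in limma, against 1373 with all samples). Of the 89 aerobic genes, 86 were called below 0 and 1 above 0, and 34 of the 43 anaerobic genes were called above 0. The paper's wild-type ratios lie on the same sides: 79 of the 80 aerobic genes in the part of Table S4 used here were below 0 before oxygen and 80 from 5 to 45 min, as were only 5 of the 37 anaerobic genes before oxygen, so these calls do not separate the deletion from the state of the reference. Paired by time point, the mutant minus the paper's wild type differed from 0 for 193 of 1999 genes in limma, a test chosen after the data were seen. Among these were 10 of the 80 aerobic genes, *cspD1* included, all lower in the mutant, and 3 of the 37 anaerobic genes, all higher. The lists were chosen with these samples, so these directions are not independent evidence. After centering, 2 aerobic genes, *cspD1* and 1 other, were called lower and 8 anaerobic genes higher. The count over all genes fell to 0 without the sample before oxygen, the 5 min sample, the 20 min sample, or the 45 min sample (521, 441, 449, and 517 genes at an unadjusted p under 0.05), and the wild type comes from other series. By probe position, from the scanner intensities, the mean ratio differed from 0 at 681 of 2688 positions and a trend was called at 228, of which 113 rose and 115 fell.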

### (ii) Analysis of PQ transcriptomic data.

Wild-type *H. salinarum* NRC-1 cultures in mid-logarithmic phase were exposed to 4 mM PQ, and transcriptomics by microarrays were monitored immediately prior to PQ exposure and 30, 60, 120, and 240 min afterward. These data were previously described in reference 15. In this study, we performed hierarchical clustering of these data in the TM4 program to determine which genes were induced and which genes were repressed in response to PQ. These PQ-responsive gene sets were then filtered to include only the 132 genes differentially expressed in the Δ*cspD1* mutant (Fig. 6C) and plotted in the R environment base package (Fig. 6D) (81).

### (iii) Comparison of CspD1 target genes from EGRIN predictions with transcriptomic validation data.

EGRIN predictions of CspD1-regulated genes were filtered in Cytoscape (78). For predictions from reference 7, cluster residuals of <0.4 and CspD1 target gene edge weights of ≥0.2 were considered significant; for predictions from reference 15, residuals of <0.4 and edge weight of >0.1 were considered significant. These criteria are consistent with those used in the original EGRIN publications. The significance of the overlap between genes in resultant clusters and genes differentially expressed in the Δ*cspD1* mutant (Table S4) was determined using the hypergeometric distribution.

### General statistical methods used for analysis of validation experiments.

OD_Δ_ phenotype correlations and their significance described in the legend to Fig. 4 were calculated in R using the rcorr() function in the Hmisc package (82) and visualized using the corrplot package (83). Significance of overlap between disparate gene lists was calculated by the hypergeometric distribution test. For all gene lists, enrichment in arCOG functional categories (61) relative to the genomic background was calculated by the hypergeometric distribution test as described previously (84, 85).

### Data availability.

Raw and normalized microarray data and metadata from the Δ*cspD1* mutant exposed to oxygen are freely accessible at the NCBI Gene Expression Omnibus (GEO) database (86) (https://www.ncbi.nlm.nih.gov/geo/) under accession numbers GSE97933 and GPL22925. Data for PQ gene expression are accessible in the GEO database via accession GSE17515. Phenotyping data generated in this study are available in the supplemental material (Table S3). The code repository for the FANOVA model is freely available at https://github.com/ptonner/hsalinarum_tf_phenotype. Code for determining enrichment in arCOG functional groups is freely available at https://github.com/amyschmid/histone_arCOG (85).

# Supplementary material for: Systematic Discovery of Archaeal Transcription Factor Functions in Regulatory Networks through Quantitative Phenotyping Analysis
**Source:** mSystems. 2017 Sep 19;2(5):e00032-17. doi: 10.1128/mSystems.00032-17
**Supplement:** FIG S1

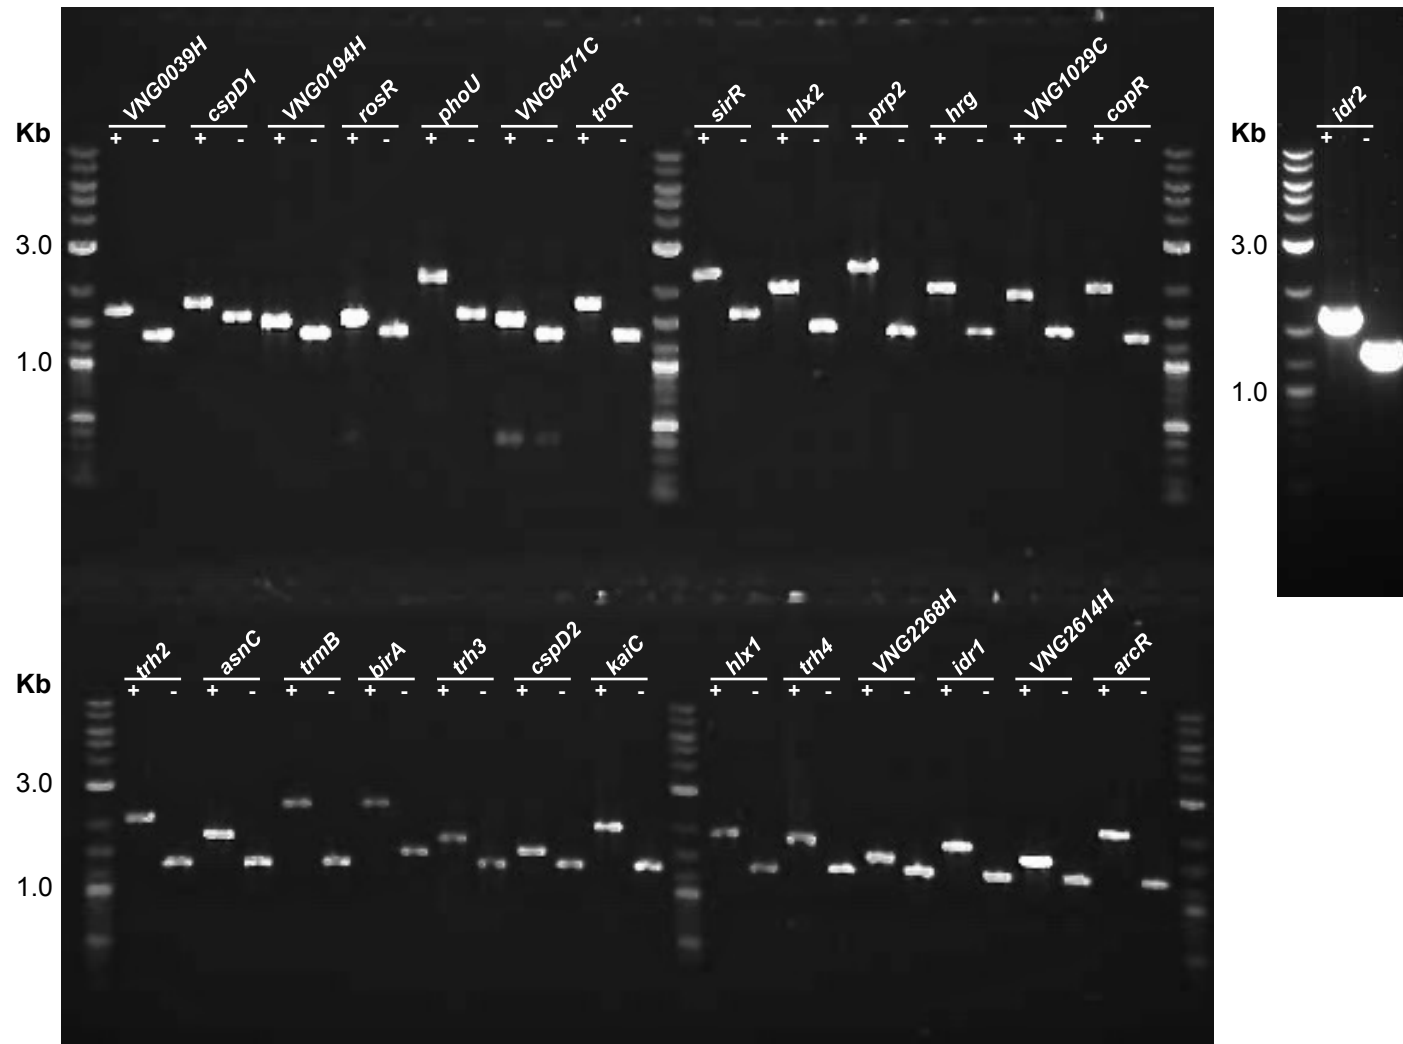

Supplementary Figure S1. PCR confirmation of TF mutants. See Supplementary Table S2 for the primers and PCR conditions. All PCR products are diluted to correct for DNA concentration and the resulting band brightness. +, PCR product from  $\Delta$ *ura3* strain. -, product from mutant strain indicated at top. Marker sizes indicated at left.

# Supplementary material for: Systematic Discovery of Archaeal Transcription Factor Functions in Regulatory Networks through Quantitative Phenotyping Analysis
**Source:** mSystems. 2017 Sep 19;2(5):e00032-17. doi: 10.1128/mSystems.00032-17
**Supplement:** FIG S3

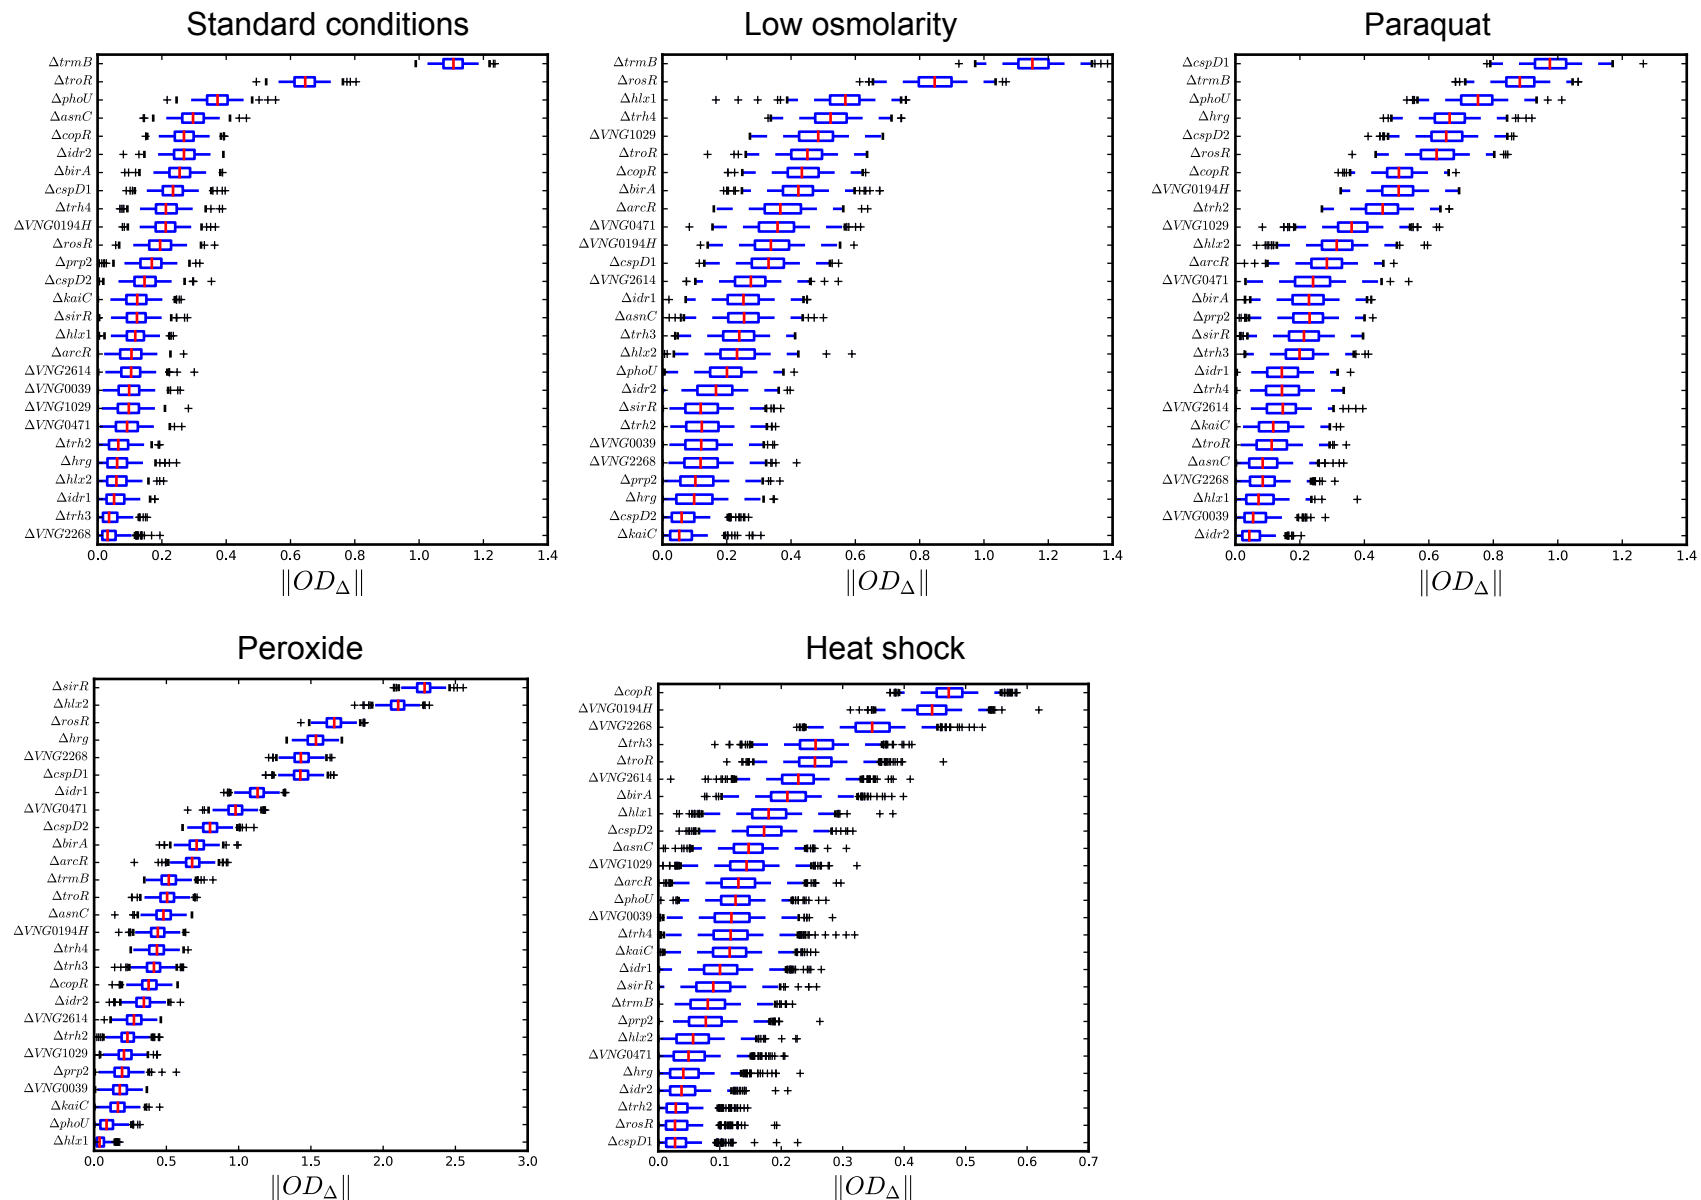

Supplementary Figure S3. Distribution of  $\|OD_{\Delta}\|$  values for all mutants across conditions. Upper and lower boundaries of blue boxes in each graph represent 1st and 3rd quartiles, respectively. Red lines represent median values, which were used to determine edge widths in phenotype network in main text Figure 3.

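The quantity in these graphs summarizes a whole growth curve in a single number. For each mutant and condition, the paper models the growth of the mutant and of its Δ*ura3* parent as functions of time and computes an overall magnitude from OD_Δ_. Under standard conditions OD_Δ_ is the mutant minus the parent. Under low osmolarity, paraquat, and peroxide it is that difference under the stress minus the difference under standard conditions, so a mutant that lags the parent equally in both has a stress OD_Δ_ close to zero. Heat shock is fitted in a model of its own, with strain as the only effect. Its metrics start when the shock begins, and the difference between the strains before the shock is subtracted. The magnitude has no sign, so positive and negative OD_Δ_ trajectories can have the same value, and the direction has to be read from the trajectories. The distribution in each box comes from the model. The growth curves were not analyzed here.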

# Supplementary material for: Systematic Discovery of Archaeal Transcription Factor Functions in Regulatory Networks through Quantitative Phenotyping Analysis
**Source:** mSystems. 2017 Sep 19;2(5):e00032-17. doi: 10.1128/mSystems.00032-17
**Supplement:** FIG S4

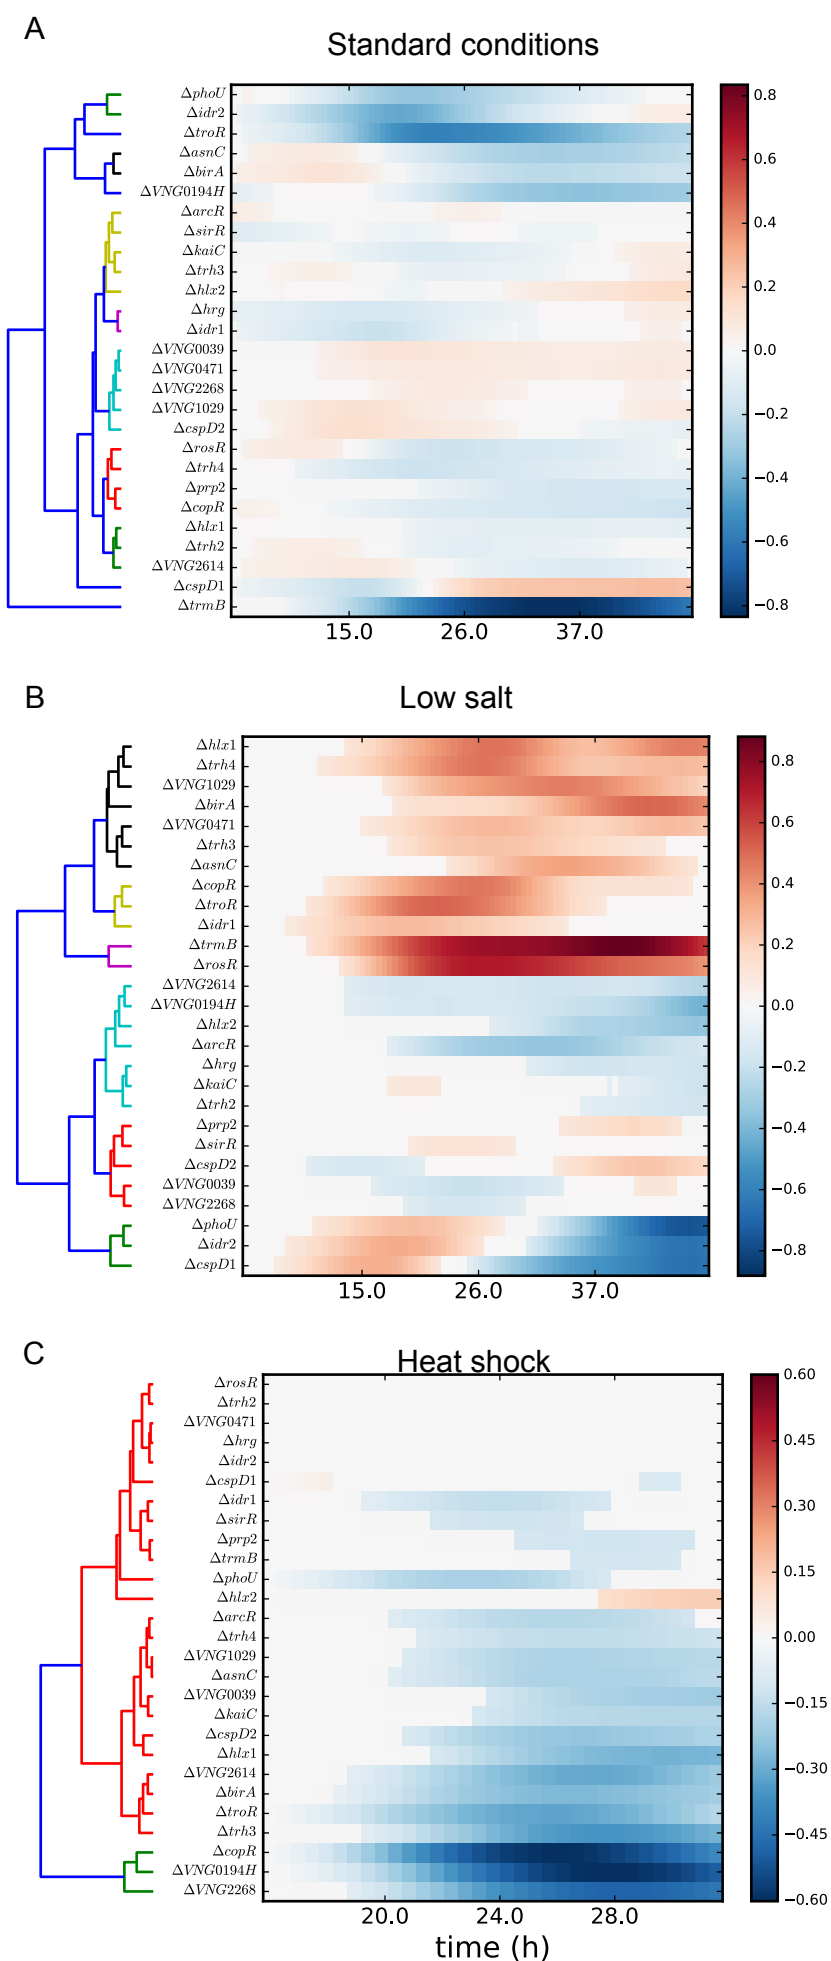

Supplementary Figure S4. Heat maps of clustering of ODΔ growth trajectories of all 27 mutants under standard (A), low salt (B), and heat shock (C) conditions. Color scale of ODΔ values shown at right for each condition. Dendrograms result from hierarchical clustering growth trajectories. Colors indicate coherent clusters at the tree height cutoff indicated where blue branches end.

# Supplementary material for: Systematic Discovery of Archaeal Transcription Factor Functions in Regulatory Networks through Quantitative Phenotyping Analysis
**Source:** mSystems. 2017 Sep 19;2(5):e00032-17. doi: 10.1128/mSystems.00032-17
**Supplement:** FIG S6

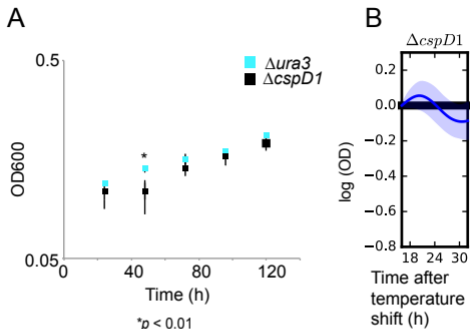

**Supplementary Figure S6.** (A) Growth of  $\Delta cspD1$  relative to that of  $\Delta ura3$  under cold shock conditions. Data points represent the mean of three biological replicate cultures and error bars depict standard deviation. Only one time point is significant by t-test.

(B)  $\Delta cspD1$  OD $\Delta$  trajectory is not significantly different than that of  $\Delta ura3$  under heat shock.

How the deposited data were processed for this re-analysis (not part of the article)

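The data are microarrays of *H. salinarum* Δ*cspD1* sampled immediately before oxygen was supplied to an anaerobic culture and 5, 10, 20, 45, and 180 min afterwards, with 1 sample per time point and 2 dye-swapped arrays per sample. Samples were assigned to time points from the sample labels and the methods.

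The authors deposited the scanner output of each of the 12 arrays as spot and background intensity values on a linear scale, not normalized, for 10752 spots. The authors also deposited processed log10 ratios of mutant over reference for 2400 genes, in which the arrays of a time point are already merged. The methods refer to an earlier study for hybridization, scanning, and preprocessing. Where the deposited ratios overlap the part of Table S4 used here, 1999 genes, they equal the mutant columns of that table. The scale was checked from the quantiles of the scanner ratios. How the authors centered the ratios stays unknown. The direction was taken from the labels and checked with *cspD1*, the lowest of the 2400 genes at each time point, with a ratio at 180 min of -1.14 against -0.036 in the paper's wild-type values. The files also hold a scan marked L for each dye, which was not used here.

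The plan made before the data were examined was to re-process the scanner intensities for all tests. The scanner files name no genes and no reference annotation was used here, so this could not be done by gene. The authors' ratios were therefore used for every named gene and list, and the scanner intensities only by probe position. Each of the 2688 positions has 4 spots, found from their layout and from the correlation of neighboring spots. The scan that the files mark H for each dye was background corrected with normexp (offset 50), normalized within each array by loess, turned to mutant over reference, and averaged over spots and then over the arrays of a time point. Which positions are control spots is not known, so none were left out.

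Tests used limma 3.58.1 in R 4.3.3 on log2 ratios, and values are printed as log10 ratios, the unit of the paper. A linear trend over the sampling order and the mean ratio against 0 were fitted with lmFit and eBayes, with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene lists were tested with camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation, each adjusted over the 3 sets. Camera sets the trend of a list against the other genes, while fry tests it against 0. The lists are the 89 aerobic and 43 anaerobic genes of Table S4, and the ribosomal protein genes are the 33 of the 89 with that annotation. On simulated data for the trend, 200 of 2400 genes were given a slope of 0.5 on the log2 scale per sampling step, up or down. The simulated noise was independent between time points, unlike serial samples, and had the residual spread of the trend fit. Of the changed genes 89.5% were recovered, and 3.24% of the calls were false. For the mean ratio, with a shift of 1 on the log2 scale at every time point and the same noise, these were 93.5% and 6.03%. Smaller effects were not simulated, so the recovery does not extend to them. Tables and plots were made with Python 3.11.15, pandas 2.3.3, and matplotlib 3.10.9.

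The genes named in the text follow a rule set before the data were examined: *cspD1* and *rosR*, the 3 aerobic genes with the largest rise and the 3 anaerobic genes with the largest fall, and genes outside the lists with the largest changes among those with a trend. For the last group the rule also asked for the same direction in both dye orientations, which could not be checked by gene, and only 2 rising and 2 falling identifiers are printed because the files used do not pair them with names. The TFs deleted in the study, *cspD1* and *rosR* among them, were also taken as a list: 26 of the 27 are in the deposited table, and limma called a trend for 3 of them. Of these, *rosR* and VNG2614H rose and *idr1* (VNG2579G) fell, the last 2 named after their values were seen.

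The median spot intensity over background in the mutant channel ranged from 1.53 (10 min, Alexa 546) to 42.4 (180 min, Alexa 647). In Alexa 647 it rose at each time point, from 3.93 before oxygen. In Alexa 546 it went from 1.91 before oxygen to 7.44 at 180 min. The reference channel stayed between 4.23 and 5.71 in Alexa 546 and ranged from 5.99 to 32.1 in Alexa 647. Mutant brightness therefore goes with the sampling order, and the trends were not separated from it. The error of the mean of the dye-swapped arrays of a time point, from the difference between them, had a standard deviation across positions of 0.0802 to 0.106 on the log10 scale. That difference also holds any dye bias of a position, which cancels in the mean, so the error may be overstated. The mutant minus the paper's wild type was also tested after the data were seen, paired by time point, with limma per gene and with an exact sign-flip test of the list means. Alternatives covered the background correction, the normalization, a filter on dim positions, each dye orientation alone, the time scale, the start and end points, and each time point left out. The wild-type arrays, the growth data, the paraquat data, and the EGRIN predictions were not analyzed here.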

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

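All tests of explanations in this part were chosen after the result was seen. Outside the 132 genes that the paper lists, limma called a trend over the oxygen time course for 407 of 2268 genes at an adjusted p threshold of 0.05, 65 rising and 342 falling. The paper does not discuss these genes for this experiment. The largest rises were those of VNG5145H, from -0.236 to 0.794 on the log10 scale (adjusted p = 0.0144), and VNG5010G, from -0.455 to 0.343 (adjusted p = 0.0132). The largest falls were those of VNG1838H, from 1.20 to -0.03 (adjusted p = 0.00807), and VNG6163H, from 1.21 to 0.032 (adjusted p = 0.0124). The wild-type ratio of VNG1838H in Table S4 also falls, from 0.411 to 0.0345. Without the 180 min sample none of these 4 calls held, with adjusted p-values of 0.115, 0.134, 0.0692, and 0.121 in that order. Without the 45 min sample or the sample before oxygen, the call of VNG1838H held and those of the other 3 did not. Without the 45 min sample, limma gave each of those 3 an adjusted p of 0.0686, near the threshold.

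A chance order of the samples was tested by refitting all 2400 genes under 100 orders of the time points, with reversed orders left out. Only 1 of the 100, the real order, gave as many calls, 445, so chance order is argued against, although another order similar to the real one gave 438. A shift of the median of all genes, by -0.334 on the log2 scale from before oxygen to 180 min, is argued against as the whole cause, since 290 genes outside the lists were called after each time point was centered, 248 of them among the 407. The excess of falling genes is less certain. The share of rising genes among all calls was 18.2% as deposited and 40.0% after centering, and since centering itself fixes where 0 lies, the shift of the median and a real excess of falling genes cannot be told apart.

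The calls at the adjusted threshold rest on few samples: without the sample before oxygen, the 45 min sample, or the 180 min sample, the count over all genes was 38, 5, or 1. At an unadjusted p under 0.05 in limma it was 682, 589, or 458, against 867 with all samples. The adjusted count thus fell far more than the unadjusted one. A response to oxygen that does not need CspD1, an effect of the deletion, and properties of this culture stay open, because no wild-type culture was run beside the mutant in the arrays analyzed here. The increase of the mutant signal over background along the time course stays open as well, since it could not be tested by gene.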

How the results depend on the processing

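The alternatives that center each time point on its median, the leave-one-out values of the mutant minus the wild type, and the tests of that difference, were chosen after seeing the data; the others were set before. Among the calls that an alternative shared with the values as reported, none had the opposite direction for the trends and the means by gene, the mutant minus the wild type by gene, and the trends by probe position. For the means by probe position, 1 shared call was reversed, with only arrays with Δ*cspD1* in Alexa 647. Of the 16 genes named in the passages and in this section, 13 had a called trend. Under centering and with 1 time point left out, their calls held in 53 of 91 fits and were lost in 38. The other 3 genes were not called in any of these fits.

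The number of genes with a trend, 445, fell to 0 with minutes as the time scale (696 at an unadjusted p under 0.05 in limma). With the logarithm of minutes it was 430, 66 rising and 364 falling, of which 400 were among the 445. With 1 time point left out it ranged from 1 (without the 180 min sample) to 674 (without the 10 min sample). It was 38 without the sample before oxygen, 5 without the 45 min sample, 513 without the 5 min sample, and 338 without the 20 min sample. At an unadjusted p under 0.05 in limma, 682 genes were called without the sample before oxygen. Without the 45 min sample these were 589, and without the 180 min sample 458, against 867 with all samples. The fits with 1 time point left out all have the same number of samples, so a smaller number alone is argued against as the cause of the falls. Leaving out the first or last sample also shortens the span of the trend. The cause was not tested further. The number of genes whose mean ratio differed from 0, 1124, was 354 without the sample before oxygen, 131 without the 5 min sample, 469 without the 10 min sample, and 95 without the 20 min sample, its lowest, and 1347 without the 180 min sample, its highest. Centering moved the rising and falling trend calls from 81 and 364 to 128 and 192, and the means above and below 0 from 813 and 311 to 586 and 558.

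Under fry of limma, the trends of the 89 aerobic genes (adjusted p = 0.100) and of the ribosomal protein genes (adjusted p = 0.100) were not past the threshold, while that of the 43 anaerobic genes was (adjusted p = 0.0205). This test is against 0 and not against the other genes, so it asks another question than camera. It used the ratios as deposited, whose median shifted by -0.334 on the log2 scale. Such a shift works against a rising set and for a falling one. The cause was not tested. Under the other time scales, centering, and each time point left out, camera with the preset correlation kept all 3 sets past the threshold.

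There is no replicate spread against which to judge a change of a mean, so each value is given. The change of the aerobic mean, 0.247, was 0.179 with the mean of 45 and 180 min as the end point, 0.309 with the mean of the sample before oxygen, 5 and 10 min as the start point, and 0.348 after centering. For the anaerobic mean, -0.321, these were -0.267, -0.298, and -0.220. The mean *cspD1* ratio, -1.19, was -1.24 after centering. The mutant minus the paper's wild type over the aerobic genes, -0.0642, was -0.0202 after centering and ranged from -0.0858 (without the 45 min sample) to -0.0360 (without the 10 min sample). Over the anaerobic genes, 0.0654 became 0.109 after centering and ranged from 0.0414 (without the 10 min sample) to 0.0879 (without the 45 min sample). The causes were not tested.

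Paired by time point, the mutant minus the paper's wild type differed from 0 in limma for 193 of the 1999 genes, 45 higher and 148 lower in the mutant. After centering, these were 106 genes, 79 higher and 27 lower. With 1 time point left out the count ranged from 0 to 451 (without the 10 min sample). It was 0 without the sample before oxygen, the 5 min sample, the 20 min sample, or the 45 min sample, where limma called 521, 441, 449, and 517 genes at an unadjusted p under 0.05. Without the 180 min sample it was 217. A smaller number of samples alone is therefore argued against as the cause of the falls. The cause was not tested further. For the mean over the 80 aerobic genes, the exact sign-flip test over the 6 time points gave p = 0.594 after centering against 0.125 as deposited, and for the 37 anaerobic genes p = 0.0312 against 0.0938. Both lists were chosen with these samples, so these tests are not independent evidence.

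By probe position, 228 trends at 2688 positions became 98 at 2560 with plain background subtraction and 132 with no background correction. They became 248 with median centering in place of loess. With only positions above background in both channels they were 253, out of the 1649 positions tested. They were 106 with only arrays with Δ*cspD1* in Alexa 546 and 335 with only those in Alexa 647. With minutes as the time scale they were 19, and 178 with the logarithm of minutes. With 1 time point left out they ranged from 56 (without the 180 min sample) to 294 (without the sample before oxygen), and were 106 without the 45 min sample. The 681 of 2688 positions whose mean differed from 0 became 375 of 2560 with plain subtraction, 569 with no background correction, and 922 with median centering. They became 560 of 1649 with only positions above background, 953 with only the arrays in Alexa 546, and 950 with only those in Alexa 647. With 1 time point left out they ranged from 288 (without the 20 min sample) to 898 (without the 180 min sample), with 304 without the 5 min sample and 315 without the 10 min sample.

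The background, normalization, dye, and dim-spot alternatives were not run by gene, since the spots carry no gene names. Slide and scan date as a block were not run, since the files used give neither, and no annotation used here names ribosomal protein genes outside the 89. The signal over background limits the dim channels most: at 10 min, 35.6% of spots in the Alexa 546 mutant channel were brighter than 2 times their background. At 180 min the standard deviation of the averaged ratios across positions, 0.0939, was close to the 0.0845 that the difference between the swapped arrays gives as the error of their mean.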

Differences from the paper's values

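The mutant means match the curves of Fig. 6C, read by eye, within 0.02 on the log10 scale at the 6 points compared. The paper's numbers of aerobic and anaerobic genes are list sizes and have no counterpart among the values computed here. The paper describes the aerobic genes as induced in a way that depends on CspD1. In the Δ*cspD1* strain 76 of the 89 genes still rose from before oxygen to 180 min and 12 fell. In the paper's wild-type values 77 of the 80 genes used here rose and 3 fell. Over the 80 genes with wild-type values used here, the mean rise was 0.266 in the mutant and 0.237 in the paper's wild type on the log10 scale, and it was larger in the mutant for 48 of the 80. Without *cspD1* itself, the rises were 0.268 and 0.229. The difference between these rises was not tested, since each end point is 1 mutant sample. Early in the time course the mutant was the lower strain, by a mean difference from the wild type of -0.111 at 5 min, with 72 of the 80 genes lower, and of -0.205 at 10 min, with 80 of 80 lower. Averaged over the 6 time points, the difference was -0.0642 (exact sign-flip test over the time points, two-sided, p = 0.125, chosen after the data were seen).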

Other observations

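All tests in this part were chosen after the result was seen.

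Before oxygen, the mutant ratios correlated across 1999 genes at r = 0.875 with the wild-type ratios of Table S4 (genes are not independent replicates). If the reference on each array were wild-type RNA of the same time point, as parts of the labels read, the wild-type response would cancel and no shared pattern would remain, so this reading is argued against. A single reference RNA on all arrays, as the series description gives, stays open.

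At 45 min the mutant ratios kept less of the pattern before oxygen than the wild type of Table S4. The slope across genes of the 45 min ratios on those before oxygen was 0.263 in the mutant and 0.718 in the wild type. The order was the same at 5 min (0.715 and 0.824), 20 min (0.646 and 0.783), and 180 min (0.0461 and 0.187). At 10 min the deposited ratios gave the opposite order, with 0.927 in the mutant and 0.658 in the wild type, an order that depends on the processing: by probe position the mutant slope at 10 min ranged from 0.566 to 0.854 over 7 settings and was above 0.658 in 2 of them. In 6 of the 7 settings the mutant slope fell at each step of the time course, the exception being median centering in place of loess. Background correction and normalization of the mutant arrays are argued against as the cause: over the same settings, the mutant slope at 45 min ranged from 0.171 to 0.253. Noise in the mutant sample before oxygen is argued against too, since with that sample as the predictor for both strains the wild-type slope was 0.587. The wild type comes from other series, with a slope of 0.718 that no culture run beside the mutant can be set against, so the deletion and another culture, series, or oxygen supply cannot be told apart.

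The widest gap between the strains in Fig. 6C is at 10 min, where the ratios of all genes also spread more widely in the mutant. A line through the 1882 genes outside the lists, mutant on wild type, had a slope of 1.46 at 10 min. Of the mean difference between mutant and wild type, it predicted 64.1% for the aerobic genes and 44.3% for the anaerobic genes. Whether a general widening of ratios accounts for the gap cannot be told apart from an effect on these genes, because the lists were chosen for this difference. At 45 min the same slope was 0.278. The wider spread at 10 min than before oxygen, 0.306 against 0.270 in the deposited table, may come in part from processing: in the scanner values it appeared under 4 of 7 settings, and not with normexp and loess, where the values were 0.171 and 0.186.

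The 10 cobalamin or precorrin genes of the aerobic list stayed low in the mutant at 180 min. Loss of CspD1 alone is argued against as the cause of their low ratio, since their mean in the wild type of Table S4 was -0.202 at 180 min, with all 10 genes below 0. They were lower still in the mutant, at -0.286, in 10 of 10 genes, a difference that was not tested and that the change of series leaves open.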
